# Pervasive 3′-UTR Isoform Switches During Mouse Oocyte Maturation

**DOI:** 10.3389/fmolb.2021.727614

**Published:** 2021-10-18

**Authors:** Yuanlin He, Qiuzhen Chen, Jing Zhang, Jing Yu, Meng Xia, Xi Wang

**Keywords:** oocyte maturation, isoform switches, alternative 3′-UTR isoforms, alternative polyadenylation, single oocyte RNA-seq

## Abstract

Oocyte maturation is the foundation for developing healthy individuals of mammals. Upon germinal vesicle breakdown, oocyte meiosis resumes and the synthesis of new transcripts ceases. To quantitatively profile the transcriptomic dynamics after meiotic resumption throughout the oocyte maturation, we generated transcriptome sequencing data with individual mouse oocytes at three main developmental stages: germinal vesicle (GV), metaphase I (MI), and metaphase II (MII). When clustering the sequenced oocytes, results showed that isoform-level expression analysis outperformed gene-level analysis, indicating isoform expression provided extra information that was useful in distinguishing oocyte stages. Comparing transcriptomes of the oocytes at the GV stage and the MII stage, in addition to identification of differentially expressed genes (DEGs), we detected many differentially expressed transcripts (DETs), some of which came from genes that were not identified as DEGs. When breaking down the isoform-level changes into alternative RNA processing events, we found the main source of isoform composition changes was the alternative usage of polyadenylation sites. With detailed analysis focusing on the alternative usage of 3′-UTR isoforms, we identified, out of 3,810 tested genes, 512 (13.7%) exhibiting significant switches of 3′-UTR isoforms during the process of moues oocyte maturation. Altogether, our data and analyses suggest the importance of examining isoform abundance changes during oocyte maturation, and further investigation of the pervasive 3′-UTR isoform switches in the transition may deepen our understanding on the molecular mechanisms underlying mammalian early development.

## Introduction

The proper development of mammalian oocytes is crucial for females to provide high-quality eggs for the generation of new individuals, and improper oocyte maturation usually contributes to female infertility or unhealthy early embryos (Jose-Miller et al., 2007). Oocyte maturation is the last stages of oocyte development, which typically refers to the dynamic process since the first meiotic resumption starting at oocyte germinal-vesicle breakdown (GVBD) (Pan and Li, 2019). Thereafter, oocytes go through metaphase I (MII) and then metaphase II (MII), during which oocyte meiosis is arrested again. The meiosis resumes for the second time at fertilization, and only until this point oocyte maturation is complete (Sen and Caiazza, 2013).

To disentangle the molecular mechanisms during the dynamic process of oocyte maturation, accumulating efforts were attempted from various aspects, including epigenetic regulation (He et al., 2021a), gene expression alteration (Zhao et al., 2020), protein metabolic patterns (Li et al., 2020) as well as their combinations (Gu et al., 2019). It has been shown in literature that the chromatin modification and remodeling in oocytes at the germinal vesicle (GV) stage are largely related to global transcriptional silence before entering meiotic resumption (De La Fuente, 2006). As the pause of transcription continues until zygotic genome activation post fertilization (Bouniol-Baly et al., 1999; Ma et al., 2001), the overall amount of RNA transcripts in oocytes gradually declines, though different genes degrading at various speeds (Zhao et al., 2020). For example, genes related to meiosis I cell cycle process and mitochondrion organization degraded at the top speed during the GV to MII transition in mice (Zhao et al., 2020). With the degradation of such no-longer-needed transcripts, oocytes progressively get ready for fertilization and the sequential early embryonic development (Wu and Dean, 2020).

Recently, researchers have revealed that the RNA degradation machinery is important to alter the transcriptome conformation for developmental processes (Belair et al., 2019; Slobodin et al., 2020; Wu and Dean, 2020), and its regulation is largely dependent on poly(A) tails (Slobodin et al., 2020) and related to 3′-UTR isoforms (Zheng et al., 2018). Although gene-level transcriptomic changes during oocyte maturation have been largely depicted, such changes at the isoform level remain elusive, which would likely impede our advanced understanding in the regulatory mechanisms in RNA degradation and also the functional consequence from fast turnover of selected transcripts. In this study, we focused on the isoform-level transcriptomic differences among main stages of mouse oocyte maturation, demonstrating that the isoform-level changes provided additional information for improving oocyte clustering with respect to their stages. More importantly, we identified 512 genes exhibiting significant changes in 3′-UTR isoform composition between oocytes at the GV and the MII stages, which were linked to essential cellular functions important for the oocyte maturation.

## Materials and Methods

### Mice

All animal maintenance and experimental procedures were carried out according to guideline of the Animal Experiment Administration Committee of Nanjing Medical University, Jiangsu, China. We used C57BL/6 females to collect oocytes. All mice were given access to food and water, and were maintained on a 12:12 h light-dark artificial lighting cycle, with lights off at 7 p.m.

### Collection of Mouse Oocytes

C57BL/6 female mice (6–8 weeks old) were intraperitoneally injected with pregnant mare serum gonadotropin (PMSG, 5 IU, Ningbo Sansheng Pharmaceutical Co., ltd., P.R China), followed by human chorionic gonadotropin (hCG, 5 IU, Ningbo Sansheng Pharmaceutical Co., ltd., P.R China) 48 h later. GV oocytes were isolated from the ovaries 48 h after PMSG injection, and MII oocytes were collected from the ampulla 15 h after hCG injection. For MI oocytes, nude oocytes with clear GVs were cultured in M16 medium in 5% CO2 at 37°C and harvested at 8 h of culture for subsequent analysis as previously described (Jin et al., 2019). All oocytes were collected in hyaluronidase-containing M2 medium (Millipore) drops. Oocytes were selected with morphology, with zona pellucida gently removed by treatment of Acidic Tyrode’s solution (Sigma, cat. no. T1788) and polar body removed by gently pipetting with glass pipette. Thereafter, oocytes were washed with 0.1% BSA/PBS, and transferred into 0.2 ml tubes with the lysis buffer for RNA-seq.

### Single Oocyte RNA-Seq Library Preparation and Sequencing

After washed three times with 0.1% BSA/PBS, each oocyte was then transferred into 0.2 ml PCR tubes containing 2 μl lysis buffer. Transcriptome libraries were prepared following the Smart-seq2 protocol. Sequencing libraries were constructed by using KAPA HyperPlus Kit (Kapa Biosystems) according to the manufacturer’s instructions. All libraries were sequenced on the Illumina NovaSeq 6,000 platform with 150-bp paired-end mode at the Annoroad Genomics Company (Beijing, China).

### Processing of Single Oocyte RNA-Seq Data

The quality-control metrics of the single oocyte RNA-seq data was checked by *FastQC* (v0.11.9) (Brown et al., 2017). According to its result, we used *Trim Galore* (v0.6.4) to trim adapters from reads and remove low quality bases in the data, with arguments length >= 25, stringency = 3 and quality = 25. Then the trimmed reads were then mapped by *STAR* (v2.7.6a) (Dobin et al., 2013) against the mouse reference genome (mm10) and its corresponding GENCODE gene annotation (VM20). In this process, we also added the information of ERCC spike-ins to the reference. Thereafter, *HTSeq* (Anders et al., 2015) (v0.12.4) was used to count the reads aligned to each gene for gene-level expression quantification. In parallel, we also used *RSEM* (Li and Dewey, 2011) (v1.3.1) to align and calculate the expression at both the gene level and the transcript level.

### Batch Correction and Cell Clustering

Among a few tested tools, we chose *Combat* (Zhang et al., 2020) function in the *sva* (Zhang et al., 2020) (v3.38.0) R package for batch-effect correction according to their performance. In order to prevent overfitting, we used the stage information as the input of the *mod* parameter. Taking the batch-corrected expression matrix as the input, we used *Seurat* (Stuart et al., 2019) (v3.2.3) R package for general single oocyte RNA-seq data analysis. In brief, the data were first normalized by the *NormalizeData* function and the top 2000 highly variable genes (HVG) were selected as the feature genes downstream analysis. Principal component analysis (PCA) was performed using the *RunPCA* function, and the first five principal components (PCs) were retained for clustering analysis with the *FindClusters* function in the *Seurat* package.

### Analysis of Differential Expression at Gene and Isoform Levels

Due to the batch-effect issues in our data, we only considered the six GV-stage oocytes and the six MII-stage oocytes for differential expression analysis. The *edgeR* (Robinson et al., 2010) (v3.26.8) and *DESeq2* (Love et al., 2014) (v1.30.1) package was used to identify differentially expressed genes (DEGs) and differentially expressed transcripts (DETs) between the GV and MII oocytes. To achieve this, we took the gene expression matrices calculated by *HTSeq* and *RSEM*, and the transcript expression matrix calculated by *RSEM* as the input of *edgeR* or *DESeq2*. Genes or transcripts with false discovery rate (FDR) < 0.05 and expression fold changes >2 were considered as DEGs or DETs. Gene Ontology (GO) enrichment analysis of DEGs and DETs was performed with DAVID (Huang da et al., 2009) (v6.8).

### Analysis of Alternative Splicing

*SUPPA2* (Trincado et al., 2018) (v2.3) identifies seven types of alternative splicing (AS) events, including skipping exons (SE), alternative 5′ or 3′ splice sites (A5/A3), retained intron (RI), mutually exclusive exons (MX), and alternative first or last exons (AF/AL). GENCODE (VM20) annotation was used as reference to generate all splicing events, and *SUPPA2* was used to quantify event inclusion levels with transcript expression (TPM) matrix obtained by *RSEM*. For each AS event, we define its existence at one stage only when at least half of the oocytes of this stage had valid PSI values (PSI ! = NA). Among the AS events co-existing at both stages, *SUPPA2* identified differentially spliced events. *rMATS* (Shen et al., 2014) (v4.1.0) identifies five types of AS events, including SE, A5, A3, RI, MX. Taking the BAM files of GV and MII oocytes as the input, differentially spliced events were also identified by *rMATS*.

### Detecting Alternative Usage of 3′-UTR Isoforms

Based on the GENCODE gene annotation, *DaPars* (Xia et al., 2014) (v0.9.1) was adopted to infer unannotated proximal alternative poly(A) sites that result in alternative 3′-UTR isoforms. For its input, we converted bam files to wiggle files by *deepTools* (Ramirez et al., 2016) (v3.5.0) and *bigWigToWig* binary downloaded from the UCSC Genome Browser. Then, *DaPars* calculated the percentage of distal poly(A) site usage index (PDUI) for each oocyte, and tested for significant alternative poly(A) site usage between stages using Fisher’s exact test. The raw *p* values were subjected to multiple testing adjustment, so that FDR values were calculated. We considered those alternative usage 3′-UTR isoforms between GV and MII oocytes as significant, only if the FDR ≤0.05, the fold change of PDUI ≥1.5, and the absolute differences of PDUI ≥0.3.

### Validation of 3′-UTR Isoform Switches

Total RNA was isolated from oocytes with the RNeasy Mini kit (Qiagen). cDNA was synthesized by using SuperScript II Reverse transcriptase (Invitrogen) with oligo-dT primer at 42°C for 90 min. PCR primers were design for the regions shared between alternative 3′-UTR isoforms and the distal 3′-UTR regions using Primer3 (http://Frodo.wi.mit.edu). PCR was performed with Platinum™ SuperFi II DNA Polymerase (Invitrogen, 12361050). PCR conditions: 30 s at 98°C, 15 s at 60°C, and 30 s at 72°C. PCR products were analyzed on a 2% agarose gel. The primer sequences used are listed in Supplementary Table S1.

## Results

### Isoforms-Level Expression Provides Extra Information to Distinguish Oocyte Stages

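Single mouse oocytes at the germinal vesicle (GV) stage, at metaphase I (MI) and at metaphase II (MII) were sequenced one by one. Batch 1 held 6 GV and 6 MII oocytes, and batch 2 held 10 GV and 15 MI oocytes. GV was thus the only stage present in both batches, and MI and MII oocytes were never processed together. The authors deposited, for each of the 37 oocytes, the RSEM expected counts per gene and per transcript and the HTSeq counts per gene, without normalization. Each gene table lists 54844 features and the transcript table 138927, of which 92 in each are ERCC spike-in sequences added to the reference. Gene names, positions and untranslated regions (UTRs) were taken from GENCODE M21 on GRCm38, the assembly also named mm10, in which 54723 of the gene identifiers and 138789 of the transcript identifiers were found. Expected counts were rounded and tested with edgeR's quasi-likelihood test after TMM normalization, with spike-ins left out and no filter on low counts, since the paper's text names none. A gene or transcript was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 2. On simulated batch 1 counts with 200 changed genes, 198 were recovered, but 34 of the 232 calls (14.7%) were false. The false share rose to 65.6% for transcripts of batch 1 and to 58.4% for genes of batch 2. With edgeR's filterByExpr removing features of low count it was 1.5%, 3.01% and 0.5%. Counts of calls are therefore given with this filter as well.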

We generated two batches of single oocyte RNA-seq data from 16 oocytes at the GV stage, 15 at the MI stage and six at the MII stage. 

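RSEM assigned from 7509875 to 12648629 expected counts to genes in the GV oocytes of batch 1 (median 10014033) and from 9930485 to 13988444 in the MII oocytes (median 10509160). In batch 2 the range was 7184205 to 17724506 in GV oocytes (median 11548242) and 2709280 to 19390128 in MI oocytes (median 12840734). These are counts assigned to genes, not sequenced reads. The number of genes with at least 1 count was 20657 in the median GV oocyte and 20264.5 in the median MII oocyte of batch 1, and 17643.5 (GV) and 17404 (MI) in batch 2. MII oocyte 1 stood apart with 29518 genes detected, against 19273 to 22244 in the other 5 MII oocytes. MI oocyte 15 had the lowest depth, with 12505 genes detected. A ribosomal RNA gene, CT010467.1, held a median of 24.2% of the counts of an oocyte (range 7.24% to 41.5%). Over 8243 genes with a mean of at least 100 HTSeq counts, the median ratio of HTSeq to RSEM counts was 1.98 to 2.2 in 34 oocytes, but 1.07 to 1.13 in MI oocytes 4, 8 and 9. The reads carried no molecular identifiers, so counting error understates the error of a value.

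**Figure D1:**
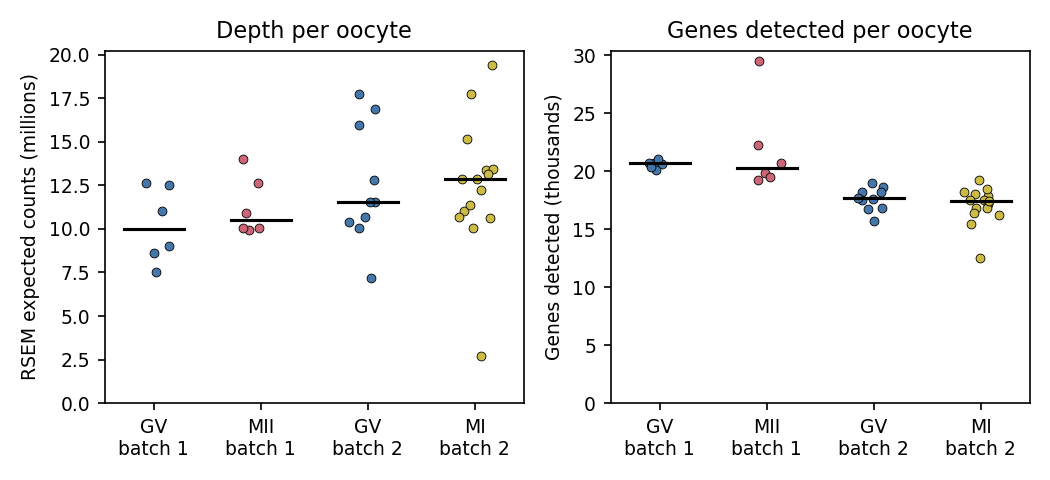
RSEM expected counts (left) and number of genes with at least 1 count (right) in each of the 37 oocytes, by stage and batch; points are oocytes and bars are medians. MII oocyte 1 is the point at 29518 genes, and MI oocyte 15 is the point at 2709280 counts.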

For most of the 37 oocytes, we sequenced each with more than 15 million paired-end reads (Supplementary Figure S1A), and the reads were then mapped to the mouse reference genome (mm10) and quantified against GENCODE gene models (version VM20) at both the gene and isoform levels. Principal component analysis (PCA) revealed a strong batch effect of our data not only at the gene level (Supplementary Figures S1B,C) but also the isoform level (Supplementary Figures S1D,E), which dominated the first principal component (PC 1). 

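PCA was run with Seurat on log-normalized expected counts of the 2000 most variable features of all 37 oocytes, without batch correction. At the gene level PC 1 held 32% of the variance of these features, and 93.7% of its variance lay between the batches. At the isoform level PC 1 held 27.7%, of which 92.4% lay between the batches. Because stage and batch overlap, the share was also computed over the 16 GV oocytes alone, where it was 96.0% at the gene level and 92.9% at the isoform level. No other assignment of 6 and 10 GV oocytes to batches gave as large a share (exact permutation test over 8008 assignments, two-sided p = 0.00012, the smallest they can give). Within batch 1, GV against MII accounted for 1.09% of the variance of PC 1 at the gene level (12.6% on HTSeq counts) and 1.46% at the isoform level. Within batch 2, GV against MI accounted for 32.2% at the gene level (15.25% on HTSeq counts) and 16.8% at the isoform level. Across 1000 or 5000 features, unscaled features and HTSeq counts, the share between batches stayed between 90.4% and 95.4%.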

To correct the batch effect in our data we tried a few batch-effect correction algorithms, and it turned out that Combat (Johnson et al., 2007) performed the best with respect to oocyte clustering results (see below), which is consistent with previous reports (Chen et al., 2020; Tran et al., 2020).

After batch-effect correction, we took the gene-level (Figures 1A,B) and the isoform-level (Figures 1E,F) expression profiles, respectively, as the input for oocyte clustering analysis. 

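Within batch 1, where no correction is needed, the separation of the 6 GV and 6 MII oocytes was measured by the mean silhouette width of stage over the first 5 principal components. It was 0.315 at the gene level and 0.271 at the isoform level. In both cases the real stages gave the largest width of all splits of the 12 oocytes into equal groups (exact permutation test, p = 0.00216, the smallest they can give). With each oocyte left out in turn, the width stayed between 0.285 and 0.337 at the gene level and between 0.238 and 0.302 at the isoform level. On the first 2 components the order of the levels was the opposite, with 0.361 for genes and 0.461 for isoforms.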

Although there was heterogeneity among transcriptomes of individual oocytes, oocytes at the MII stage were different dramatically from oocytes at the GV stages after entering the meiotic resumption process, featured by many unnecessary transcripts starting to degrade (Wu and Dean, 2020; Zhao et al., 2020). Therefore, we downgraded the unsupervised clustering results which did not entirely separate GV and MII oocytes into distinct clusters. In terms of their transcriptomes, oocytes at the GV and the MI stage were more similar, as shown in a previous study in human oocyte maturation that there were hardly any differentially expressed genes (DEGs) between the GV and MI stages, but a similar number of DEGs between MI vs. MII and between GV vs. MII (Yu et al., 2020). 

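Between the 10 GV and 15 MI oocytes of batch 2, 40 of 32444 genes were called, 18 higher and 22 lower at MI. Of the 22 lower genes, 6 had a mean of at least 10 counts. With filterByExpr 15 of 12419 genes were called, 11 higher and 4 lower, and DESeq2 called 186, 163 higher and 23 lower. The exact test called 28 higher and 14 lower, and HTSeq counts gave 930 higher and 2060 lower calls. Without MI oocytes 4, 8 and 9, whose HTSeq counts stood apart, HTSeq gave 7 higher calls and 1 lower (chosen after seeing the data). The balance of directions thus depended on the test, the counts and the oocytes. At the transcript level 2 of 87788 transcripts were called, and none with filterByExpr, where 1615 had an unadjusted p under 0.05. Tyr (chromosome 7, 87424771 to 87493512 on GRCm38) had 2.72 ± 0.919 CPM (SD, n = 10) at GV and 11.0 ± 6.76 (SD, n = 15) at MI, a log2 fold change of 2.02 (standard error 0.362, adjusted p = 0.0181), and it was not called on HTSeq counts (adjusted p = 0.358). The lincRNA Gm45833 on chromosome 8 rose by a log2 fold change of 2.27 (standard error 0.414). Ccnd2 fell by 3.70 on the log2 scale (standard error 0.678), from 44.5 to 4 counts on average. Gja1 fell by 3.43 (standard error 0.637), from 43.3 to 3.8 counts. For all 4 genes the adjusted p was 0.0181.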

With this knowledge, we did not consider the clear segregation of GV and MI oocytes as a criterion to evaluate the clustering results. According the above criteria, it is clear that the clustering result from gene-level analysis (Figures 1C,D) was less favorable than the result from isoform-level analysis. Hence, we conclude that rather than aggregating isoforms into gene loci, there is extra transcriptomic information contained in individual isoforms, useful for better understanding the dynamics in the transition from meiotic arrest to resumption during mouse oocyte maturation.

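ComBat-seq with stage given as the group, followed by graph clustering on 5 principal components of 2000 features at the lowest resolution that gave 3 clusters, placed 0 of the 16 GV oocytes with the 6 MII oocytes at either level. For genes, a cluster held 15 GV and 3 MI oocytes, another held 12 MI oocytes and 1 GV oocyte, and the last held the 6 MII oocytes (adjusted Rand index with stage 0.650). At the isoform level the 3 clusters equalled the 3 stages (adjusted Rand index 1). The number of GV oocytes placed with MII depended on the method. It was 4 at the gene level and 16 at the isoform level with 5000 features, 16 and 0 with k-means or Ward clustering, and 6 and 7 without correction. With 5000 features at the isoform level, some MII oocytes lay with no GV oocyte, so the 16 covers a part of the MII oocytes. The cluster counted there held 3 of the 6 MII oocytes (adjusted Rand index 0.718). It held 5 with k-means (0.343) and 4 with Ward clustering (0.264), so the 0 there was not a clean separation. When the correction was not given the stages, 3 GV oocytes were placed with MII at both levels, with an adjusted Rand index of 0.0585 for genes and 0.0712 for isoforms. From the cleaner grouping at the isoform level, the paper reasons that isoforms carry information that is lost when they are summed to genes.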

**FIGURE 1:**
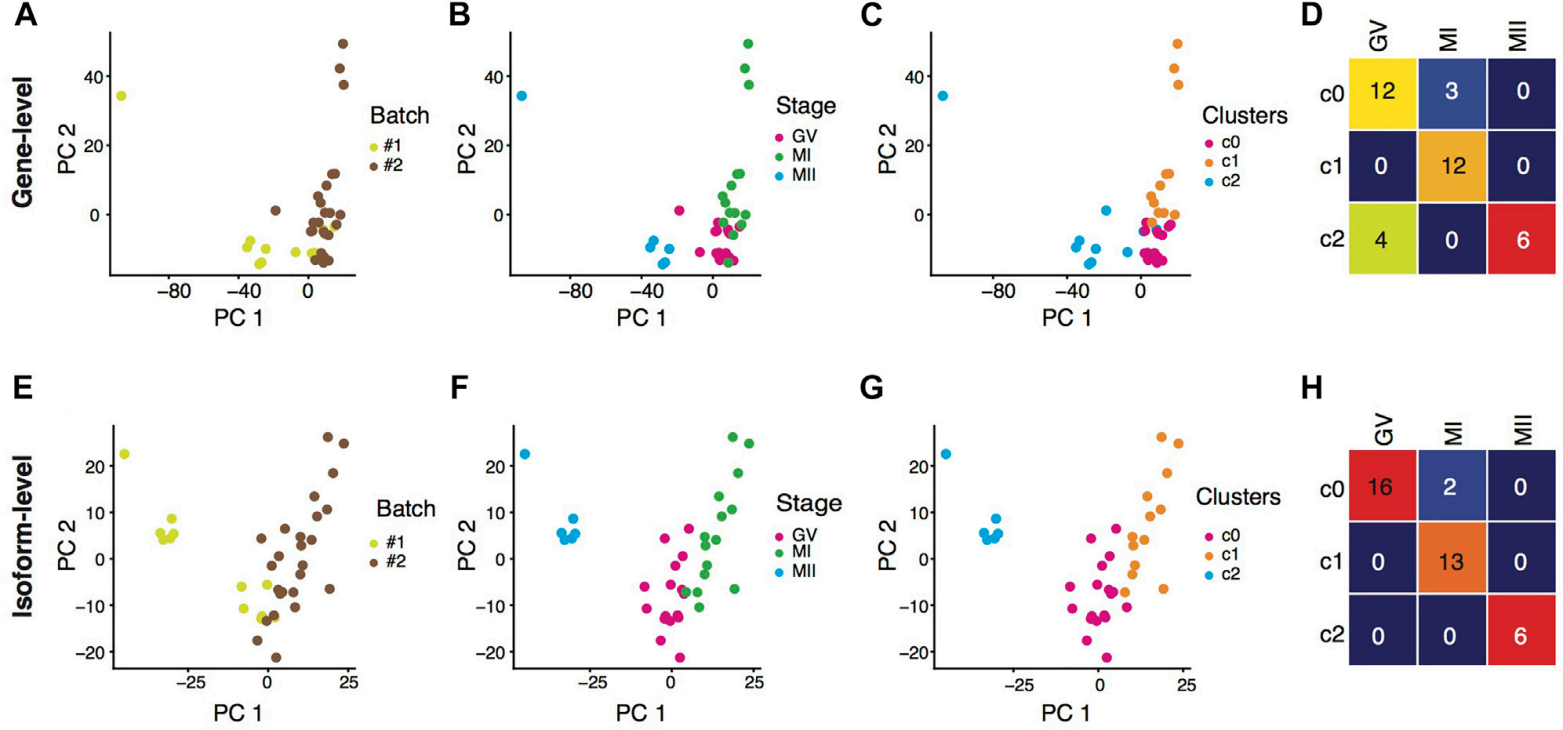
Isoform expression outperformed gene expression in clustering oocytes. **(A–C)** PCA visualization of individual oocytes based on batch-effect corrected gene-level expression, colored by batches **(A)**, phenotypic stages **(B)**, and expression clustering results **(C)**. **(D)** Heatmap showing the contingency table between phenotypic stages and clustering results based on batch-effect corrected gene-level expression. **(E–G)** PCA visualization of individual oocytes based on batch-effect corrected isoform-level expression, colored by batches **(E)**, phenotypic stages **(F)**, and expression clustering results **(G)**. **(H)** Heatmap showing the contingency table between phenotypic stages and clustering results based on batch-effect corrected isoform-level expression.

### Differentially Expressed Genes and Isoforms During Oocyte Maturation

Since we observed an obvious batch effect in our data (Supplementary Figure S1B,D), we applied two strategies including comparison within one batch and application of a covariant model to account for the batch factor, to compare the transcriptomes of GV vs. MI oocytes (Supplementary Table S2) and GV vs. MII oocytes (Supplementary Table S3). We found that different strategies gave similar results, and consistently transcriptomes of GV vs. MII were more divergent than that of GV vs. MI. Hence, we then focused on the comparison of GV vs. MII based on the first batch of our data, which were generated from 6 GV oocytes and six MII oocytes. 

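Both strategies were applied at both levels. Within the batches, 1859 genes were called for GV vs. MII (batch 1) and 40 for GV vs. MI (batch 2), and 1260 and 2 transcripts. With filterByExpr the numbers were 1095 and 15 genes, and 1252 and 0 transcripts, the last with 1615 transcripts at an unadjusted p under 0.05. In a model of all 37 oocytes with batch as a covariate, 751 genes were called for GV vs. MII and 1231 for GV vs. MI, so that the order was the opposite. Other splits of the oocytes in this model gave a median of 2 genes (at most 255) for the former and 412 (at most 908) for the latter, so the 2 numbers do not stand on the same footing. In the same model DESeq2 called 980 and 392 genes, and the quasi-likelihood test after filterByExpr called 653 and 107. For transcripts the covariate model called 324 for GV vs. MII and 65 for GV vs. MI. On HTSeq counts the order within the batches was also the opposite, with 1097 genes for GV vs. MII and 2990 for GV vs. MI, the latter being 8 without MI oocytes 4, 8 and 9 (an alternative chosen after seeing the data). The numbers of oocytes differed between the comparisons. Drawn 20 times, 6 GV and 6 MI oocytes of batch 2 gave a median of 96 genes (range 6 to 256). The paper states that the transcriptomes of GV vs. MII diverged more than those of GV vs. MI.

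**Figure D2:**
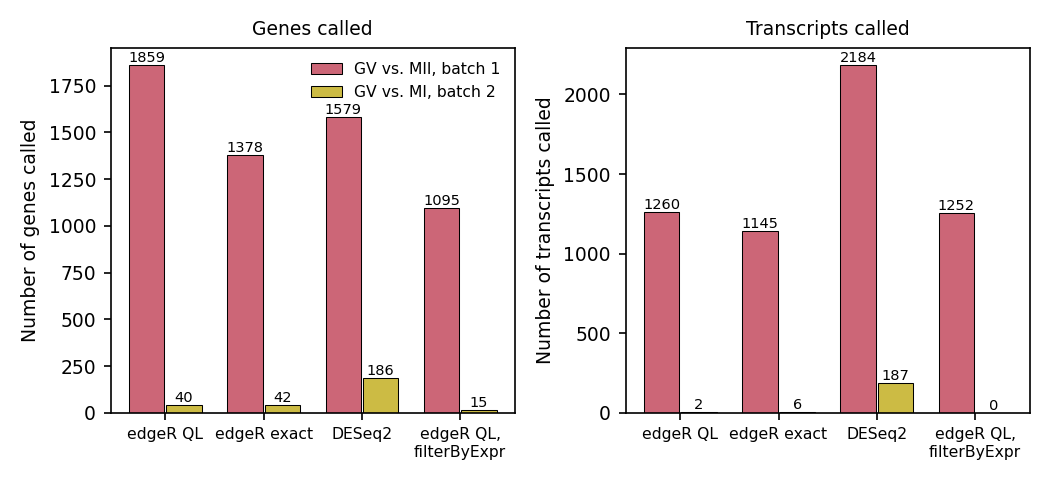
Number of genes (left) and transcripts (right) called between 6 GV and 6 MII oocytes of batch 1 and between 10 GV and 15 MI oocytes of batch 2 with the edgeR quasi-likelihood (QL) test, the edgeR exact test, DESeq2, and the QL test after filterByExpr; the number stands above each bar. On these RSEM counts every test gave more calls for GV vs. MII than for GV vs. MI within the batches. HTSeq counts, not drawn, gave 1097 and 2990 genes, the latter being 8 without MI oocytes 4, 8 and 9.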

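The paper's text does not name the cutoff for an expressed gene. With at least 1 expected count in at least 3 of the 6 oocytes of a stage, 18971 genes were expressed at both stages of batch 1, 1777 at GV alone and 2269 at MII alone. The difference of -492 genes was within what other assignments of the 12 oocytes to the stages gave (two-sided exact permutation test over all assignments, p = 0.81). This test has little power under the rule of 3 oocytes, so its p does not show that the stages are alike. Assignments that keep most GV oocytes together give the same difference for genes detected in every GV oocyte and in no MII oocyte. The sign followed which stage lost an oocyte: leaving out any MII oocyte made the difference positive (386 to 1683), and leaving out any GV oocyte kept it negative (-1537 to -1338), as 3 oocytes are harder to reach among 5 than among 6. The largest was without MII oocyte 1, with 2702 GV-specific and 1019 MII-specific genes (p = 0.0693). The cutoff mattered as well. With at least 1 count in 1 oocyte there were 2097 GV-specific and 8181 MII-specific genes (p = 0.182), and with a mean of at least 0.1 CPM there were 1603 and 2949 (p = 0.946). With at least 1 count in all 6 oocytes there were 1471 GV-specific and 874 MII-specific genes (p = 0.0671), and with at least 1 CPM in 3 oocytes there were 1029 and 516 (p = 0.126). After all libraries were drawn down to the depth of the smallest, the numbers were 1887 and 1861 (p = 0.989). More than 0 counts in all 6 oocytes with spike-ins counted, a rule chosen after seeing the values, gave 1565 and 934, equal to the paper's numbers.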

At the gene level, there were 1,565 genes specifically expressed at the GV stage, compared to 934 genes uniquely expressed at the MII stage (Supplementary Figure S2A). This is consistent with previous results that there were more GV-specific genes than MII-specific ones (Zhao et al., 2020), as transcriptional silence got started during the GV to MII transition. Similar phenomenon was observed at the isoform level (Supplementary Figure S2B). 

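By the same rule, 36088 transcripts were expressed at both stages, 6750 at GV alone and 6291 at MII alone. The difference of 459 transcripts did not exceed that of other assignments of the 12 oocytes (two-sided exact permutation test, p = 0.833). As for genes, the test has little power under this rule, so its p does not show that the stages are alike. Leaving out any MII oocyte made the difference larger (3771 to 5456), and leaving out any GV oocyte reversed it (-3306 to -2664), so part of either shift is from having 5 oocytes in place of 6. The largest was without MII oocyte 1, with 9059 GV-specific and 3603 MII-specific transcripts (p = 0.0325). At least 1 count in 1 oocyte gave 10120 and 20453 (p = 0.348), and a mean of at least 0.1 CPM gave 6901 and 7416 (p = 0.985). The cutoff of at least 1 CPM in 3 oocytes gave 3433 and 1866 (p = 0.00866), and at least 1 count in all 6 oocytes gave 4067 and 3017 (p = 0.0498).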

Of note, we considered here only the relative abundance of genes and transcripts, so that we were able to detect genes and transcripts of absolutely lower abundance at the MII stage. Taking this into account, it is very likely that the number of GV-specific genes was understated while the number of MII-specific genes was overstated.

We then analyzed the expression profiles between the two stages for differentially expressed genes (DEGs) and transcripts (DETs). Again, we considered here the relative expression changes albeit a global shift towards downregulation was observed during the transition (Wu and Dean, 2020). 

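ERCC spike-ins held counts in batch 1 alone: from 44663 to 128319 counts in GV oocytes and from 120280 to 143062 in MII oocytes, against at most 32 in any oocyte of batch 2. Their share of all counts was 0.906% ± 0.299 (SD, n = 6) at GV and 1.19% ± 0.163 (SD, n = 6) at MII (two-sided exact permutation test, p = 0.0693), and on HTSeq counts it was 2.10% ± 0.653 and 2.88% ± 0.307 (exact permutation test, p = 0.0303). Apart from ribosomal RNA-like features, 90.6 ± 23.4 counts were found per spike-in count at GV and 57.5 ± 5.56 at MII, a ratio of 0.635 (exact permutation test, p = 0.0108; 0.0655 after Benjamini-Hochberg adjustment over the 11 per-oocyte measures compared). With spike-ins in place of TMM for normalization, the median log2 fold change of all tested genes moved from 0.27 to -0.39, and 610 genes were called higher and 3842 lower at MII.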

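In batch 1, 36863 genes had at least 1 count and 1859 were called, 895 higher and 964 lower at MII. Spike-in normalization moved the lower calls more (from 964 to 3842) than the higher ones (from 895 to 610). Under a low-count filter, on HTSeq counts and without MII oocyte 1, the higher calls were the less stable. With filterByExpr they numbered 278 of 12929 genes tested, beside 817 lower calls, and with HTSeq counts in place of RSEM they numbered 281, beside 816. The fit without MII oocyte 1 gave 397 higher and 928 lower calls, and 337 of the 895 higher genes were among them. Leaving it out with filterByExpr gave 163 higher and 753 lower calls. In the exact test it gave 226 and 802 in place of 501 and 877. Both of these fits were added after seeing the data. MII oocyte 1 had the highest value of all 12 in 713 of the 895 higher genes (79.7%). Of the higher calls, 502 (56.1%) had a mean of at least 10 counts, against 863 (89.5%) of the lower calls. All 6 MII oocytes lay beyond all 6 GV oocytes for 97 higher and 531 lower calls, or 10.8% and 55.1%, which describes calls selected on the same oocytes. DESeq2 called 592 genes higher and 987 lower.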

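Among the higher calls without overlap between the stages, Xkrx, Fam166a, Alkbh8, Gm45137 and Gm42756 had the smallest adjusted p, and among the lower ones Ccdc138, Timm22, Rps13, Fbxw21 and Rpsa. Xkrx on chromosome X (134149043 to 134162076) had 2.29 ± 2.42 CPM (SD, n = 6) at GV and 89.5 ± 154 at MII, a log2 fold change of 5.37 (standard error 0.361, adjusted p = 8.19e-31). MII oocyte 1 alone had 402 CPM and the other 5 had from 9.11 to 69.1. Fam166a on chromosome 2 rose from 0.690 ± 0.356 to 13.5 ± 2.08 CPM, a log2 fold change of 4.29. Alkbh8 on chromosome 9 rose from 4.68 ± 1.04 to 31.8 ± 4.40. Ccdc138 on chromosome 10 (58497948 to 58576244) fell from 331 ± 203 to 19.5 ± 2.90 CPM, a log2 fold change of -4.09 (standard error 0.221, adjusted p = 2.37e-41). Timm22 on chromosome 11 fell by 4.80 on the log2 scale and Fbxw21 on chromosome 9 by 2.86. The ribosomal protein genes Rps13 and Rpsa fell by 3.44 and 2.87, and pseudogene copies could have shared their reads. On HTSeq counts, all 5 higher genes lost their call, and so did Ccdc138 (log2 fold change -0.11, adjusted p = 0.795) and Timm22 (-0.96, adjusted p = 0.34). The sign changed for Alkbh8 (-0.40) and for Gm45137 (-0.18).

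**Figure D3:**
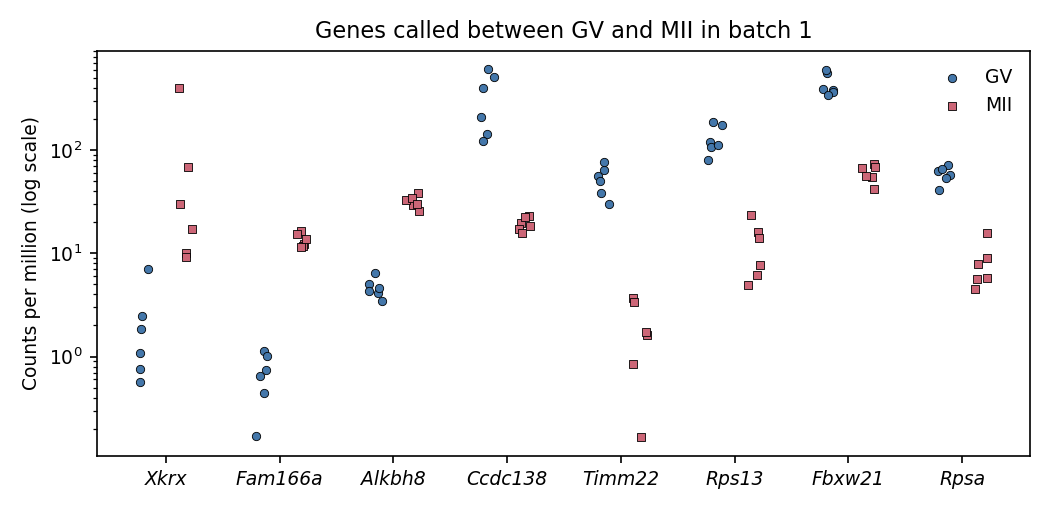
CPM on a log scale in each of the 6 GV and 6 MII oocytes of batch 1 for 3 genes called higher and 5 called lower at MII; each point is an oocyte. MII oocyte 1 is the point of Xkrx at 402 CPM, and on HTSeq counts Xkrx, Fam166a, Alkbh8, Ccdc138 and Timm22 were not called.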

With the *edgeR* algorithm, we detected 591 genes exhibiting relatively higher expression at the MII stage whereas 800 genes showing lower expression (Supplementary Figure S2C). At the isoform level, 220 transcripts were upregulated while 660 were downregulated (Supplementary Figure S2D). 

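At the isoform level 92765 transcripts had at least 1 count and 1260 were called, 423 higher and 837 lower at MII. With filterByExpr, 1252 of 22461 were called, 303 higher and 949 lower. DESeq2 called 2184. Without MII oocyte 1 the calls fell to 855, of which 232 were higher. Alkbh8-204 rose from 2.55 ± 0.424 to 31.1 ± 4.45 CPM (SD, n = 6 each), a log2 fold change of 3.61 (standard error 0.282, adjusted p = 1.12e-08). Ciapin1-210, a retained-intron transcript, rose by a log2 fold change of 3.09. Fbxw21-201 fell by 3.07 on the log2 scale (standard error 0.195, adjusted p = 2.06e-10), and Ccdc138-202, a transcript without a coding sequence, fell by 5.33. Gstt2-201 had 176 counts on average at GV and 0 in every MII oocyte. Set against the 3 counts that a count of 0 allows, it was at least 57-fold lower at MII.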

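The 1260 DETs belonged to 1134 host genes, of which 674 were also called at the gene level and 460 (40.6%, 95% Clopper-Pearson interval 37.7% to 43.5%) were not. A gene that was not called was not always unchanged: 141 of the 460 had a gene-level adjusted p under 0.05 with a fold change under 2, and 240 had an unadjusted p under 0.05. With the adjusted p alone as the gene-level criterion, 319 host genes (28.1%) remained without a call. With filterByExpr at both levels the share was 38.6%. Abcb8 on chromosome 5 (24393663 to 24410054) had a log2 fold change of -0.36 (adjusted p = 0.256), while Abcb8-201 had 154 counts on average at GV and 0 at MII, at least 46.8-fold lower. With spike-in normalization Abcb8 itself was called lower (-1.02). For Cdk20 on chromosome 13 the gene-level change was -0.18 (adjusted p = 0.49), and Cdk20-207, annotated as a target of nonsense-mediated decay, had a log2 fold change of -7.15 (adjusted p = 2.62e-07).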

Interestingly, when assigning the DETs to their host genes, we found more than one third of these genes (39.1% or 312 genes) not discovered by DEG analysis (Figure 2A), demonstrating again the additional information provided by isoform-level analysis. 

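Both directions were found among the called transcripts of 29 of the 1134 host genes (2.56%, 95% Clopper-Pearson interval 1.72% to 3.65%), and 25 of them were without a gene-level call. Cdk20 was among them, as was Alkbh8, which was called at the gene level. Of the other host genes without a gene-level call, 253 had lower transcripts and 182 had higher transcripts. The number fell to 18 without MII oocyte 1 and was 52 with DESeq2 at both levels.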

Of the 312 genes, 17 genes had both transcripts upregulated and downregulated at the MII stage (Figure 2B). In such cases, the expression differences at the gene level could be canceled out, thus becoming undetectable. 

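Without any called transcript, 1185 genes were called at the gene level. This number followed the treatment of low counts more than the number of host genes did. It was 417 with filterByExpr at both levels, 753 with the edgeR exact test and 469 with DESeq2. Without MII oocyte 1 it was 899.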

There were also quite a number of genes (906) only showing differential expression at the gene level but not the isoform level (Figure 2A), possibly due to two different reasons. First, aggregating isoforms that exhibited weak differences made the differences at the gene level much stronger; second, large uncertainty existed in the isoform expression inference based on short sequencing reads, which resulted in larger variability and attenuated statistical power. Thus, when isoform expression quantification became more accurate, the number of genes showing only differences at the gene level should be reduced.

**FIGURE 2:**
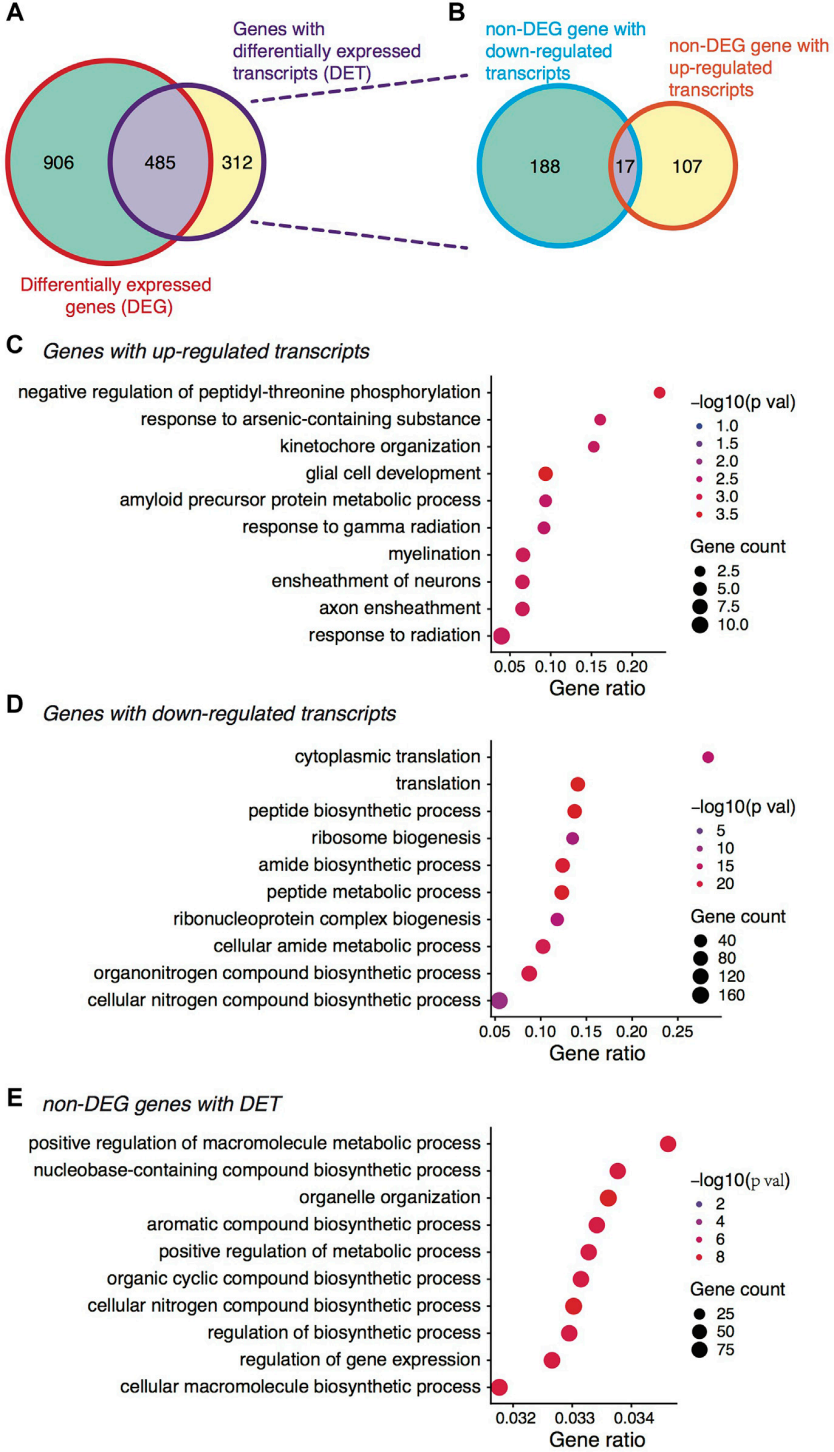
Differential expression analysis between the GV and MII oocytes. **(A)** Venn diagram showing the overlap between DEGs and genes with DETs. **(B)** Out of the 312 non-DEG genes with DETs, Venn diagram showing the distribution of genes with up- and down-regulated transcripts. **(C)** Gene ontology (GO) term enrichment analysis of gene with up-regulated transcripts. **(D)** GO term enrichment analysis of gene with down-regulated transcripts. **(E)** GO term enrichment analysis of the non-DEG genes yet with DETs.

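No annotation of GO terms was at hand, so gene lists written down in advance were tested among the 36863 genes of batch 1. Of 37 neuropeptide precursor genes with counts, 0 were called higher (Fisher's exact test, p = 1) and 1 was called lower at MII, too few to show more or fewer calls than among other genes. The list did not move as a set (fry, p = 0.716), with 18 of the 37 genes lower at MII. Sensory receptor genes (the olfactory, vomeronasal and trace amine receptor families) made up 134 of the 895 higher calls (15.0%) and 3.41% of the genes tested, an odds ratio of 5.46 (Fisher's exact test, p = 5.03e-48). Without MII oocyte 1 they made up 28 of 397 higher calls (7.05%, odds ratio 2.44, Fisher's exact test, p = 4.87e-05). With filterByExpr 114 sensory receptor genes were tested and 24 of the 278 higher calls belonged to them (odds ratio 13.2, Fisher's exact test, p = 1.73e-17). After this filter they did not rise as a set (fry, p = 0.719, and camera, p = 0.292). Without the filter they did not rise as a set by fry (p = 0.21), although camera with a preset correlation of 0.01 gave p = 1.35e-06. MII oocyte 1 had counts on 1101 sensory receptor genes, the other 5 MII oocytes on 393 to 645 and the GV oocytes of batch 1 on 360 to 476. These families hold near-identical copies between which reads can be split.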

Gene ontology (GO) enrichment analysis showed that genes with upregulated transcripts or upregulated genes at the MII stage were mainly related to neuronal peptides-mediated processes (Figure 2C and Supplementary Figure S2E), which have been shown in low animals to be related to oocyte maturation (Kato et al., 2009; Quiroga Artigas et al., 2020). By contrast, the genes with downregulated transcripts or downregulated genes were enriched in functions related to ribosome biogenesis and translation (Figure 2D and Supplementary Figure S2F), again consistent with previous observations (Zhao et al., 2020). 

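Of 91 cytoplasmic ribosomal protein genes, 88 were lower at MII in batch 1, with a median log2 fold change of -1.12 against 0.27 for all genes tested. Of these, 49 (53.8%) were called lower and 0 higher. The list was lower as a set both by camera with a preset correlation (p = 4.51e-56) and by fry (p = 6.26e-05; 0.000563 adjusted over the 9 lists). The real stages gave the largest median difference of all splits of the 12 oocytes into equal groups (exact permutation test, p = 0.00216, the smallest they can give). The median was -1.11 on HTSeq counts, -1.07 after filterByExpr and -1.84 with spike-in normalization. Mitochondrial ribosomal protein genes had a median of -0.51, with 66 of 78 lower (fry, p = 0.00333). For 112 ribosome biogenesis genes the median was -0.19, with 78 lower and 8 called lower (fry, p = 0.00163), less far below 0 than for ribosomal proteins. Processed pseudogenes share sequence with many ribosomal protein genes, and the expected counts divide such reads.

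**Figure D4:**
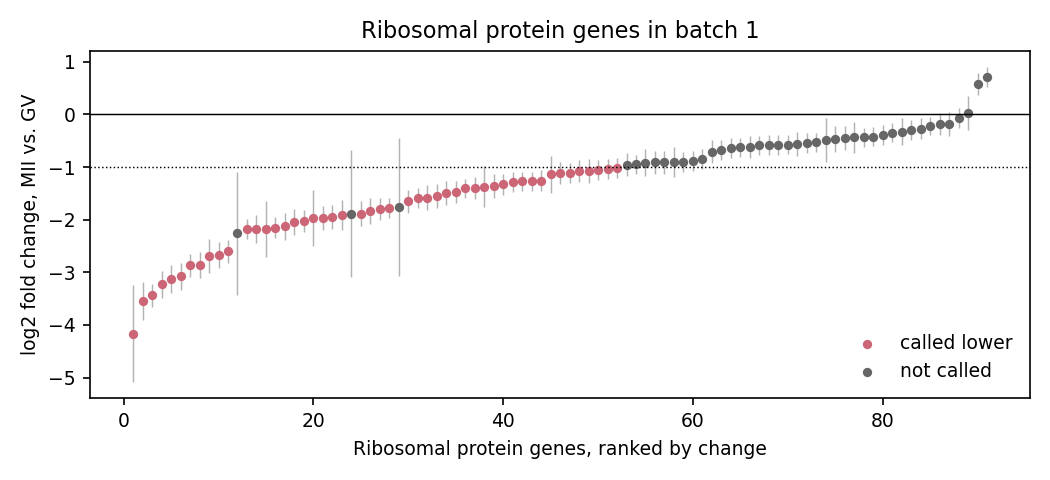
Log2 fold change from GV to MII (6 oocytes each) of the 91 ribosomal protein genes, ranked by change, with standard errors as bars; the dotted line marks a 2-fold decrease. The 49 genes called lower are marked, and 88 of the 91 lie below 0 with TMM normalization.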

Intriguingly, the 312 genes unidentifiable by DEG analysis but with DETs were functionally related to macromolecule metabolic process and regulation of gene expression (Figure 2E), coinciding with a recent study on porcine oocytes *in vitro* maturation where the authors found such genes were downregulated during maturation (Brazert et al., 2020). Organelle organization was another enriched GO term for the 312 genes (Figure 2E), and the role of oocyte organelle has been shown to related to oocyte developmental competence and therefore oocyte quality (Reader et al., 2017). Importantly, these functionally critical genes were only identified by isoform-level analysis, further highlighting the usefulness of considering isoform-specific changes during mouse oocyte maturation.

### Isoform Changes Predominantly Contributed by Alternative 3′-UTR Usage

We next sought to dissect the alternative RNA processing events that contributed to isoform changes between GV and MII oocytes. According to a benchmarking study (Mehmood et al., 2020) and our experience (He et al., 2021b), we first adopted *SUPPA2* (Trincado et al., 2018) and *rMATS* (Shen et al., 2014) for comparison of annotated alternative events. *SUPPA2* investigated seven types of alternative events including skipped exons, retained introns, mutually exclusive exons, alternative 5′ or 3′ splice sites, and alternative first or last exons; however tandem UTRs were not included. In our data, *SUPPA2* identified from the whole transcriptome only four alternative events differentially used between GV and MII oocytes at false discovery rate (FDR) of 0.05 (Supplementary Figure S3A). 

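For Ccdc82, Cdk20 and Arpp19, the share of each annotated transcript in the gene's expected counts was compared between the 6 GV and 6 MII oocytes of batch 1. Ccdc82-201 went from 81.4% ± 39.5 (SD, n = 6) to 26.8% ± 16.1, while Ccdc82-206 went from 18.5% ± 39.5 to 73.0% ± 16.1 (two-sided exact permutation test, p = 0.0152; adjusted p = 0.0545 over the transcripts of the 10 genes examined). Cdk20-207 fell from 43.7% ± 13.5 to 0.370% ± 0.57, while the retained-intron transcript Cdk20-202 rose from 20.9% ± 9.26 to 58.9% ± 6.85 (exact permutation test, p = 0.00216 and adjusted p = 0.0133 for both). Arpp19-210 fell from 11.9% ± 3.27 to 1.65% ± 1.20 (exact permutation test, p = 0.00216), and the shares of the 2 largest Arpp19 transcripts did not differ beyond their spread (exact permutation test, p = 0.106 and 0.139). In the test of transcript usage across 5600 genes, Cdk20 was called (adjusted p = 1.22e-10), and Ccdc82 (1) and Arpp19 (0.374) were not. None of the 3 was called at the gene level.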

While *SUPPA2* might be over-conservative, *rMATS* did not identify many alternative events of differential usage between the two stages, either (Supplementary Figure S3B), partially because *rMATS* only focused on internal alternative splicing events, so that entirely ignored structural differences at both ends of a transcript.

Given that the isoform-level analysis indeed provided useful information in distinguishing the two stages from the above analyses, we wondered which alternative events could be the main reasons responsible for the distinct isoform-level differences. By genome-browser enabled visualization investigation of reads mapped to the genome, we found many genes exhibited differences in read coverage near the 3′-ends. According to it, we finally utilized *DaPars* (Xia et al., 2014) for analysis of alternative polyadenylation sites (PASs) regardless of gene structure annotation. Not surprisingly, *DaPars* identified 153 events happening in 128 genes at its default significance level (Figure 3A), which we regarded as a set of very stringent criteria (i.e., FDR ≤0.05, fold change of PDUI ≥1.5, and absolute differences of PDUI ≥0.3). When losing the criteria to FDR ≤0.05 and the absolute differences of PDUI ≥0.15, we found 663 (10.7%) significant alternative isoform pairs differentially used in the two stages out of 6,213 tested pairs, or 512 (13.7%) genes harboring such significant events out of 3,810 tested genes (Supplementary Table S4). Hence, we concluded that the main source of isoform-level expression changes during oocyte maturation was the alternative usage of 3′-UTRs, or more specifically, the alternative usage of PASs.

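The poly(A) sites themselves are not in the count tables, so the usage of annotated transcripts was tested. Among 5600 genes with at least 2 transcripts of at least 10 counts in at least 6 of the 12 oocytes, 115 changed transcript usage between GV and MII (edgeR diffSpliceDGE, Simes p with Benjamini-Hochberg adjustment). The number was 97 with at least 30 counts and 409 with limma-voom's diffSplice. Leaving out each oocyte in turn gave 73 to 126, the lowest without MII oocyte 1. The main pair of transcripts differed in its 3′ end by more than 50 nt in 98 of the 115 genes (85.2%) and in 3460 of the other 5485 (63.1%), an odds ratio of 3.37 (Fisher's exact test, p = 3.59e-07). The 5′ end differed in 65.2% and 69.5% (odds ratio 0.822, p = 0.357), and the introns inside the shared span in 69.6% and 79.6% (odds ratio 0.587, p = 0.0138). Most pairs differed in several of these at a time. The 3′ end alone differed in 4 of the 115 genes (3.48%) and in 2.90% of the others. The paper concludes from its own analysis of read coverage that isoform changes came mainly from the choice of poly(A) site.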

**FIGURE 3:**
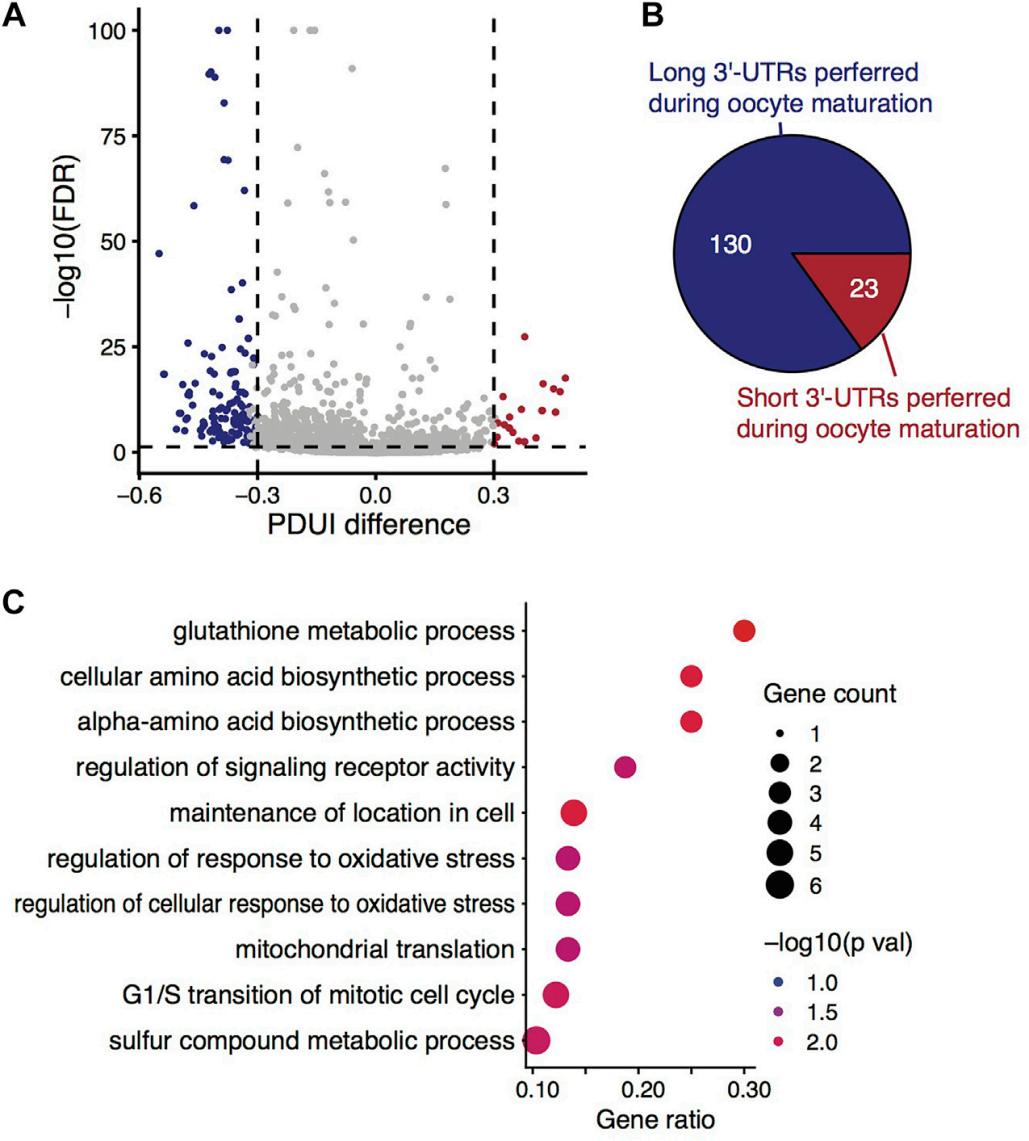
Alternative 3′-UTR isoform switches during mouse oocyte maturation. **(A)** Volcano plot showing the differences in percentage of distal poly(A) site usage index (PDUI) between isoform pairs against the associated statistical significance level (FDR). **(B)** Pie chart demonstrating the asymmetric 3′-UTR isoform switches towards longer UTRs along with oocyte maturation. **(C)** GO term enrichment analysis of genes exhibiting significantly alternative usage of 3′-UTR isoforms during the oocyte maturation.

### Alternative 3′-UTR Isoforms Used Between GV and MII Oocytes

We then asked whether there was a tendency of 3′-UTR length changes among these genes exhibiting alternative usage of 3′-UTR isoform during mouse oocyte maturation. By looking into the direction of PDUI values, we found a clear preference (85.0%) towards maintaining longer 3′-UTR isoforms against degradation during the process (Figure 3B). 

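An abundance-weighted length of the annotated 3′-UTR was computed per gene and oocyte from the transcript counts, and tested with limma in 3761 genes with at least 2 annotated lengths. It changed in 273 genes, being longer at MII in 234 of them (85.7%) and shorter in 39. These calls rest on an adjusted p under 0.05 without a minimum size of change. The paper's share rests on another measure with minimum changes of PDUI, so the 2 shares are not directly comparable. Across the fits that each left out an oocyte, from 81.1% to 88.2% were longer. Among all 3761 genes 56.5% were longer. On simulated shares, 80.6% of the changed genes whose swapped transcripts differ in this length were recovered, all 87 in the right direction; of 95 calls, 5 were false and the rest were changed genes without an expected direction. Longer 3′-UTRs also lie in longer transcripts. Where the order of 3′-UTR length and transcript length was the same, the transcript with the longer 3′-UTR gained in 212 of 240 pairs (88.3%). Where the order was the opposite, it gained in 9 of 20 (45%, 95% Clopper-Pearson interval 23.1% to 68.5%).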

Even at the loosed PDUI threshold, 68.3% (478 vs. 222) of the significant isoform pairs showed the preference towards longer ones.

Regardless of the length preference, GO enrichment analysis revealed the genes with 3′-UTR isoform switches during oocyte maturation were functionally linked to glutathione metabolic process, cellular response to oxidative stress, maintenance of location in cells, etc. (Figure 3C). It has been reported that the cellular concentration of glutathione changes during oocyte maturation (Luberda, 2005), and glutathione plays certain roles in protecting oocytes against oxidative damage (Brad et al., 2003) and in maintaining the meiotic spindle morphology of the oocytes (Zuelke et al., 1997). Similarly, cellular location maintenance or relocation/redistribution of particular organelles (e.g., mitochondria) in oocytes was closely related to oocyte quality (Mao et al., 2014). Therefore, the genes with 3′-UTR isoform composition changes are of functional importance in safeguarding the process of oocyte maturation.

Of the 128 genes at the top significance, we randomly picked up six genes for independent experimental validation, including three genes that tended to use longer 3′-UTR isoforms during the maturation and the other three with the opposite tendency. 

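The annotation holds a single usable 3′ end, or nearly so, for Gkap1, Ninj2 and Ndufa8, so the counts per transcript cannot resolve a shift between poly(A) sites in these genes. Gkap1 on chromosome 13 (58233346 to 58275699, minus strand) had 125 ± 17.1 CPM (SD, n = 6) at GV and 122 ± 23.1 at MII, a log2 fold change of -0.04 (adjusted p = 0.908). Its main transcript Gkap1-201, with a 3′-UTR of 268 nt, held 94.4% ± 1.94 of the counts at GV and 96.0% ± 0.968 at MII (two-sided exact permutation test, p = 0.0823). Ninj2 on chromosome 6 fell from 198 ± 55.2 to 86.6 ± 27.4 CPM, a log2 fold change of -1.19 (adjusted p = 6.41e-08), and its call was lost on HTSeq counts (-0.96). The 3′-UTRs of its transcripts measure 343 and 348 nt. Ndufa8 on chromosome 2 has 1 annotated transcript with a 3′-UTR of 181 nt. Its log2 fold change was -0.64 (standard error 0.192, adjusted p = 0.0184), not past the 2-fold threshold, and -1.34 with spike-in normalization.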

In our single-oocyte RNA-seq data, genes *Gkap1*, *Ninj2*, and *Ndufa8* tended to switch to the longer 3′-UTR isoforms during the GV to MII transition (Figure 4A; Supplementary Figures S4A,B), which was validated by the independent experiments (Figure 4C): Taking the shared region as a reference, the long UTR-specific region either showed weaker bands at the GV stage (*Gkap1* and *Ninj2*) or a stronger band at the MII stage (*Ndufa8*). In the contrary, genes *Gtf2h1*, *Ndel1*, and *Rab1b* exhibited a tendency to preferably express shorter 3′-UTR isoforms at the MII stage (Figure 4B; Supplementary Figures S4C,D), and were also clearly recapitulated by the validation experiments (Figure 4D).

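Gtf2h1, Ndel1 and Rab1b were not called at the gene level in batch 1. Gtf2h1 on chromosome 7 had 47.2 ± 12.6 CPM (SD, n = 6) at GV and 49 ± 4.82 at MII, and 97.6% ± 1.15 and 98.1% ± 1.40 of its counts were on Gtf2h1-201, with a 3′-UTR of 894 nt. Ndel1 on chromosome 11 had 120 ± 17.6 and 125 ± 11.9 CPM. Ndel1-201, whose 3′-UTR measures 1141 nt, fell from 82.1% ± 4.62 to 72.2% ± 2.63 of its counts (two-sided exact permutation test, p = 0.00866; adjusted p = 0.0465 over the transcripts of the 10 genes examined). Ndel1-205, without a coding sequence, rose from 13.4% ± 2.39 to 20.1% ± 2.58 (exact permutation test, p = 0.00216). Rab1b on chromosome 19 has 1 annotated transcript, with a 3′-UTR of 1176 nt, and a log2 fold change of -0.32 (adjusted p = 0.258). With spike-in normalization the log2 fold changes of Gtf2h1 and Ndel1 went from 0.05 and 0.06 to -0.63 and -0.61, and Rab1b was called lower (-1.01).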

**FIGURE 4:**
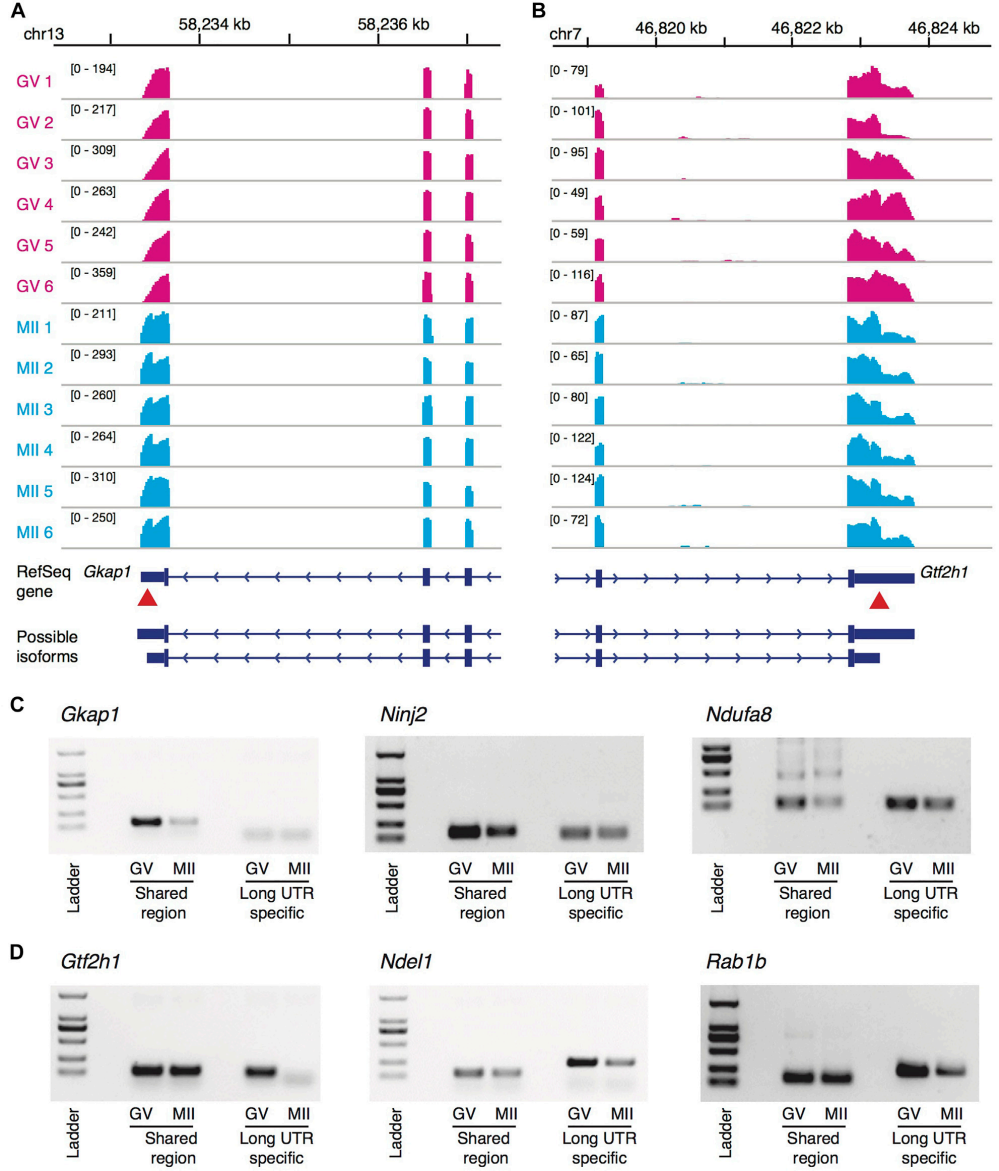
Genome-browser visualization and experiment validation of 3′-UTR isoform switches. **(A,B)** Genome-browser visualization of the genes *Gkap1* **(A)** and *Gtf2h1* **(B)**. In each subplot, showing from top to bottom are genomic coordinates, RNA-seq read coverage of 6 GV oocytes (red), RNA-seq read coverage of six MII oocytes (blue), the RefSeq gene annotation, and possible isoforms with alternative polyadenylation sites. The red arrows point out the approximate location of the proximal polyadenylation sites (i.e., the switch points on read coverage between the two stages). **(C)** Validation of the genes *Gkap1*, *Ninj2*, and *Ndufa8* with longer 3′-UTR isoforms preferred during the oocyte maturation by independent experiments. Taking the shared region as a reference, the long UTR-specific region either showed weaker bands at the GV stage (*Gkap1* and *Ninj2*) or a stronger band at the MII stage (*Ndufa8*). **(D)** Similar to **(C)**, but validation of genes *Gtf2h1*, *Ndel1*, and *Rab1b*, which showed the opposite trend in length of the 3′-UTR isoform usage.

## Discussion

In this study, we showcased the importance of isoform-level expression analysis when applying RNA-seq or similar technologies to developmental and reproductive biology, such as in the maturing mouse oocytes. Along with the line that isoform expression quantification provided essential information in more accurately clustering oocytes at different stages, we revealed pervasive alternative 3′-UTR isoform usage during the GV to MII oocyte transition. Although most of the engaged genes tended to have their longer 3′-UTR isoforms more stable, resulting in higher abundance at the MII stage, GO enrichment analysis highlighted the functional importance of these genes regardless of the direction of the changes.

The isoform-level expression changes could serve as fine-tune regulation of the gene-level abundance during the dynamic process. Specifically, since transcription became silenced after entering the meiotic resumption, translational regulation would play a more predominant role in controlling the protein concentration. Reselecting *cis*-regulatory elements [such as RNA binding protein binding sites (Yamashita and Takeuchi, 2017) and miRNA target sites (Oliveto et al., 2017)] residing in the UTR regions *via* degrading particular transcripts might be, however, regarded as a global machinery during the transition, to accommodate the transcriptionally silent mode for a certain time period.

In addition, cytoplasmic polyadenylation would be happening after transcriptional silence in maturing oocytes (Reyes and Ross, 2016), which also contributed to translational regulation for protein synthesis (Radford et al., 2008). Therefore, studying the regulation coordination or synergistic regulation of 3′-UTR isoform selection and cytoplasmic polyadenylation of particular transcripts would uncover the detailed mechanisms in shaping the protein landscape of MII oocytes, and also preparing the sufficient molecular materials for upcoming fertilization and early embryonic development, until zygotic genome activation at approximately the two-cell stage for mice and eight-cell stage for human.

From the technical aspect, the present study still adopted the short-read sequencing technology, which could not usually generate sequencing reads longer than 300 nt. This is the exclusive reason for having to infer the isoform-level expression, instead of direct quantification by counting reads. Due to the identifiability of isoform expression inference (Hiller et al., 2009) and large uncertainty introduced in the process (Jiang and Wong, 2009), isoform-level analysis did not show clear advantages over gene-level analysis in expression changes between the two stages. With the rapid development and wide acceptance of the third-generation long-read sequencing technologies (including PacBio and Nanopore), full-length transcriptome sequencing (Wang et al., 2019; Hu et al., 2020) would offer more direct information for isoform-level analysis. Most recently, methods have been developed to sequence poly(A)-tail inclusive full-length transcriptome using the PacBio platform (Legnini et al., 2019; Liu et al., 2019), which would be extremely helpful for studying the detailed molecular mechanisms during the dynamic process of oocyte maturation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178836.

# Supplementary material for: Pervasive 3′-UTR Isoform Switches During Mouse Oocyte Maturation
**Source:** Front Mol Biosci. 2021 Oct 18;8:727614. doi: 10.3389/fmolb.2021.727614
**Supplement:** Supplementary file 3

## Supplementary Tables

### Pervasive 3'-UTR isoform switches during mouse oocyte maturation

Yuanlin He, Qiuzhen Chen, Jing Zhang, Jing Yu, Meng Xia, Xi Wang

**Supplementary Table 1. Oligonucleotide primers used in this study.**

| Name          | Forward primer<br>(5'-3') | Reverse primer<br>(5'-3') | Ampli-<br>con<br>Size<br>(bp) |
|---------------|---------------------------|---------------------------|-------------------------------|
| Gkap1_shared  | GAAGGGGAAAAGGAACTTCG      | GCAGTTTAGCAGTCGCACAG      | 123                           |
| Gkap1_distal  | CAGAATACCAGCAGAACTTGATT   | TCATAAGAAGTTTGGACAGAAAACA | 50                            |
| Ninj2_shared  | TCAGCCTTTGTCCCTGACTT      | TCTGGTGCTGTGGACAAGAG      | 105                           |
| Ninj2_distal  | CTGCACTGCCTTCTTTTCCT      | GCAGAAAGGGAACATTGAGG      | 50                            |
| Ndufa8_shared | ACTCAAGAGCAAGGCCAGAG      | GGACCGTCAACCCATCTCTA      | 109                           |
| Ndufa8_distal | GTGCCGATCTCGTGTTCTTT      | AGAATAACTGCCAAGTCACATAAA  | 75                            |
| Gtf2h1_shared | CTCTGGAAACCTGGCTGAAG      | ACAGCATCAGCTCTGGGAGT      | 87                            |
| Gtf2h1_distal | GTCCCCAAGTAGAAGGCACA      | CAGCATCAGTCTCCTGACGA      | 69                            |
| Ndel1_shared  | AAATGGCTTTGATCCAGCTC      | CACACACTGAGAGGCAGCAT      | 87                            |
| Ndel1_distal  | CGTTGGTTTCACATGATTGC      | TGAGCACTGAAGATGCTTGG      | 227                           |
| Rab1b_shared  | GACAATGGCTGCAGAGATCA      | TGCTGTGATCTTCAGGTTG       | 83                            |
| Rab1b_distal  | AGCTGCGGTTAGGTCTTGAG      | TGGCAGAGTGAGGGTTAAGG      | 219                           |

**Supplementary Table 2. Differentially expressed genes and transcript isoforms between GV and MI oocytes.**

**Supplementary Table 3. Differentially expressed genes and transcript isoforms between GV and MII oocytes.**

**Supplementary Table 4. Alternative 3'-UTR isoform usage between GV and MII oocytes inferred by *Dapars*.**

(See separate Excel files for Supplementary Tables 2 - 4.)

# Supplementary material for: Pervasive 3′-UTR Isoform Switches During Mouse Oocyte Maturation
**Source:** Front Mol Biosci. 2021 Oct 18;8:727614. doi: 10.3389/fmolb.2021.727614
**Supplement:** Supplementary file 4

## *Supplementary Figures*

### **Pervasive 3'-UTR isoform switches during mouse oocyte maturation**

**Yuanlin He, Qiuzhen Chen, Jing Zhang, Jing Yu, Meng Xia, Xi Wang**

*This file contains Supplementary Figures 1 – 4.*

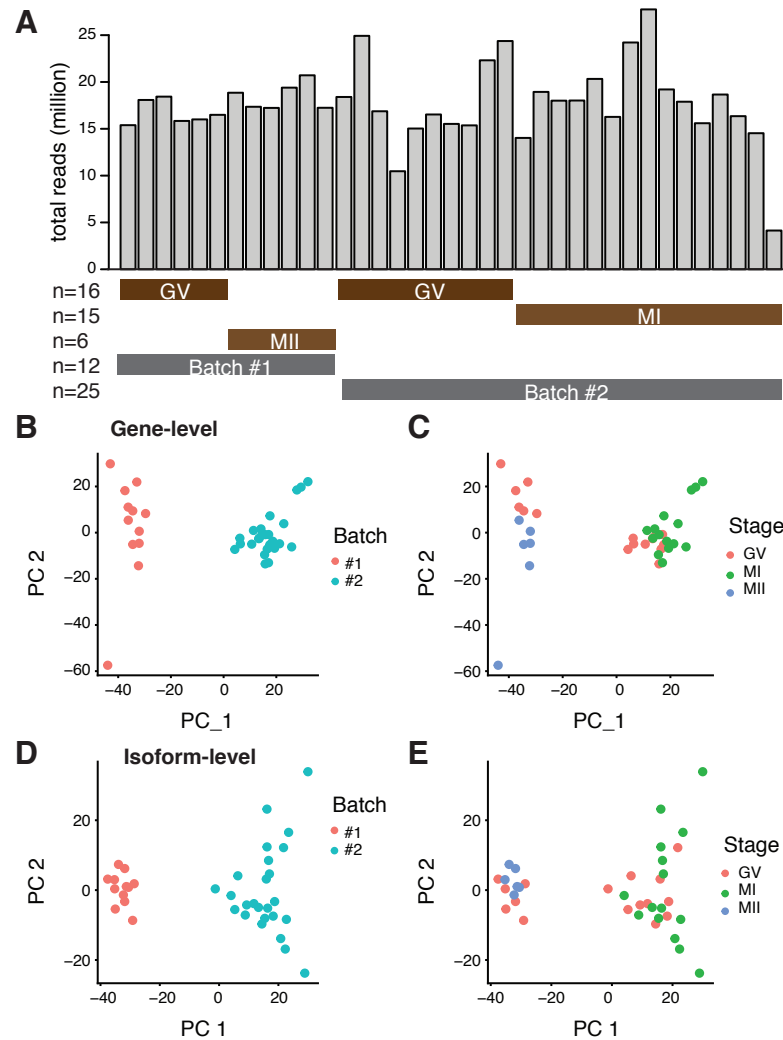

**Supplementary Figure 1. Single-oocyte transcriptome sequencing experiment and analysis.** (A) The overview of this study. Bar plots showing the amount of data generated in this study. (B-C) PCA visualization of individual oocytes based on gene-level expression (without batch-effect correction), colored by batches (B), and phenotypic stages (C). (D-E) PCA visualization of individual oocytes based on isoform-level expression (without batch-effect correction), colored by batches (D), and phenotypic stages (E).

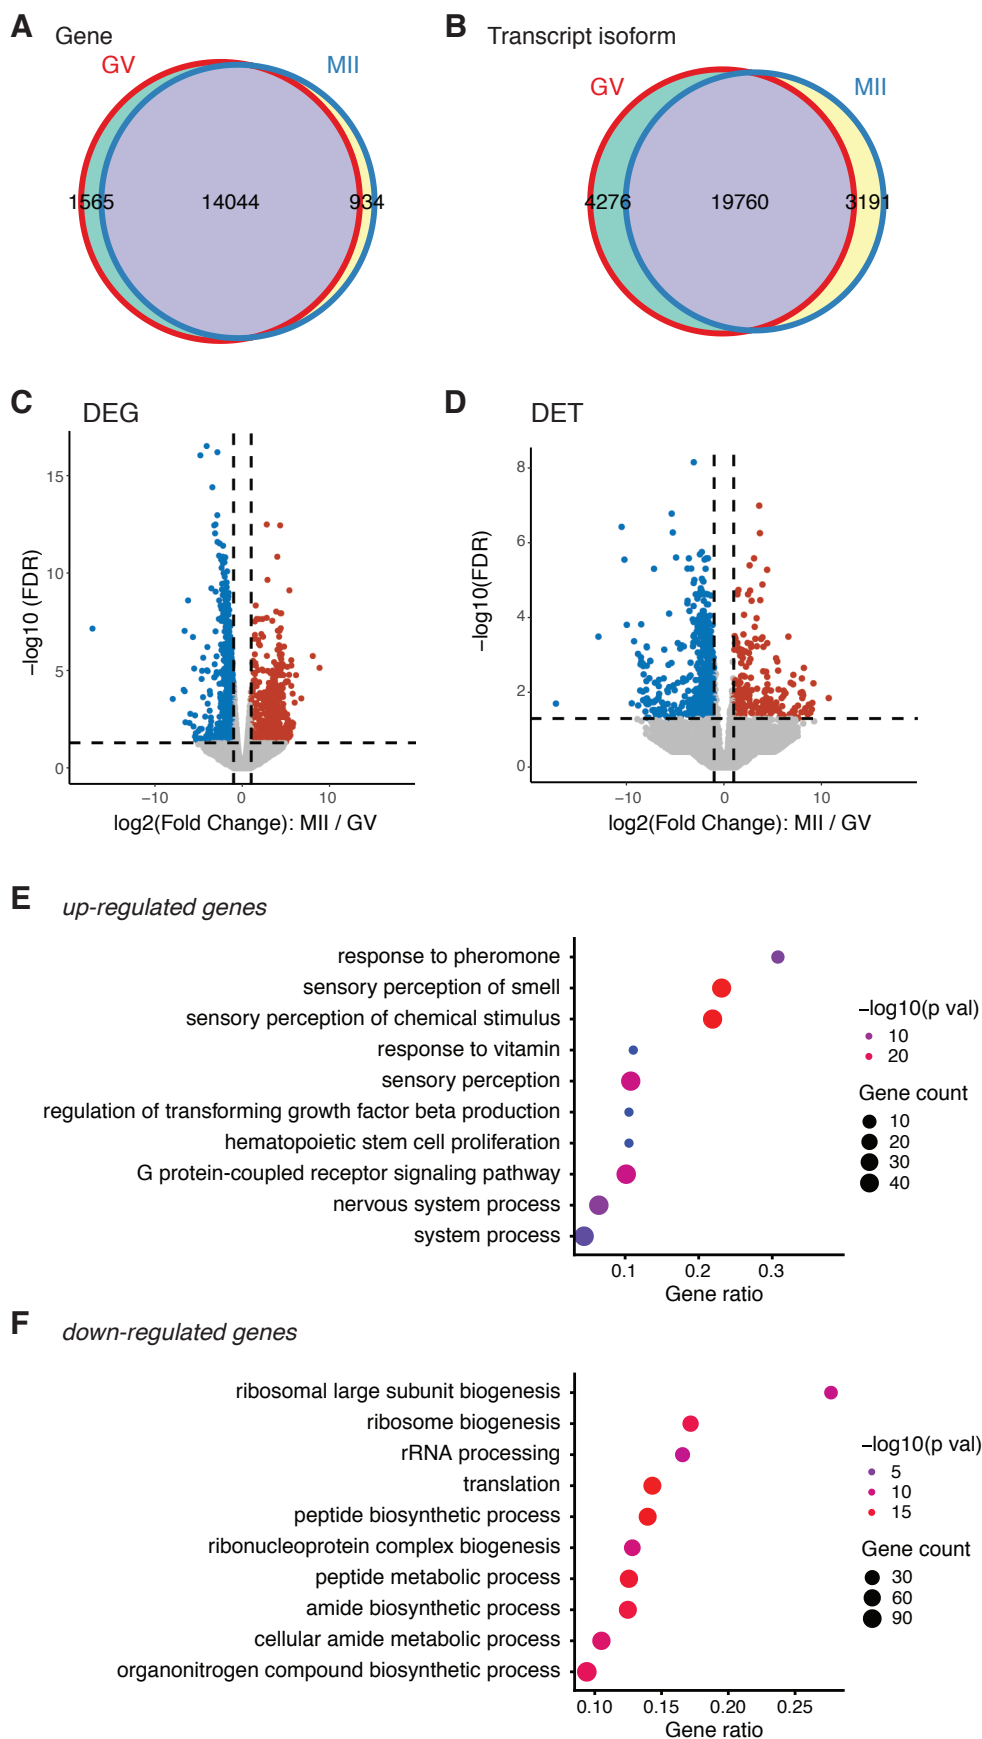

**Supplementary Figure 2. Differential expression analysis between oocytes at the GV and MII stages.** (A) Venn diagram showing the expressed genes between the two stages. (B) Venn diagram showing the expressed transcripts between the two stages. (C) Volcano plot showing differentially expressed genes between GV and MII oocytes using *edgeR*. (D) Volcano plot showing differentially expressed transcript isoforms between GV and MII oocytes using *edgeR*. (E) Gene ontology (GO) term enrichment analysis of up-regulated genes during oocyte maturation. (F) GO term enrichment analysis of down-regulated genes during oocyte maturation.

**A** SUPPA2

| Gene   | Alternative Event Type | PSI difference | FDR |
|--------|------------------------|----------------|-----|
| Ccdc82 | SE                     | 0.541          | 0   |
| Cdk20  | RI                     | 0.735          | 0   |
| Psen1  | AF                     | 0.441          | 0   |
| Arpp19 | A5                     | 0.486          | 0   |

**B** rMATS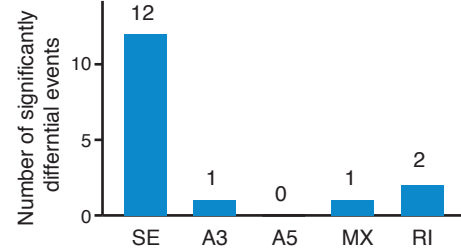

**Supplementary Figure 3. Differential splicing events detected by SUPPA2 and rMATS between GV and MII oocytes.** (A) The only four alternative events differentially used between GV and MII oocytes detected by SUPPA2. (B) Bar plots showing the number of differentially used alternative events between the two stages, identified by rMATS.

**A**

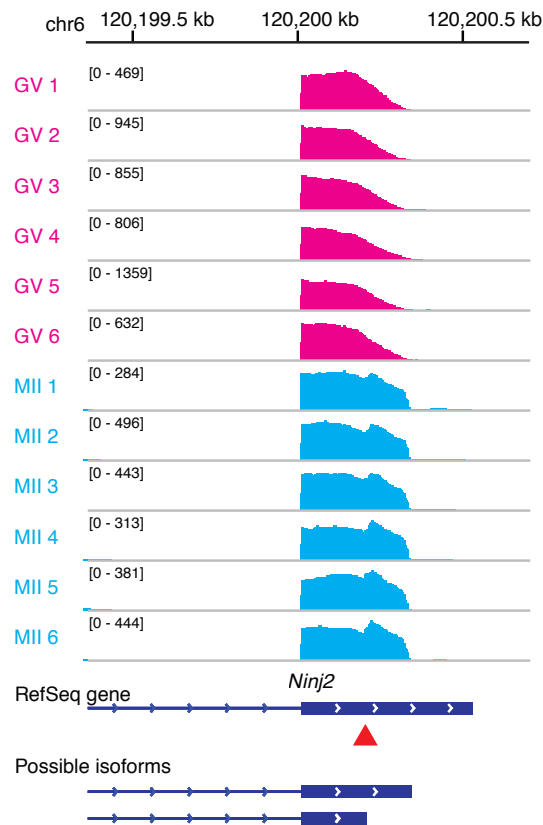

**B**

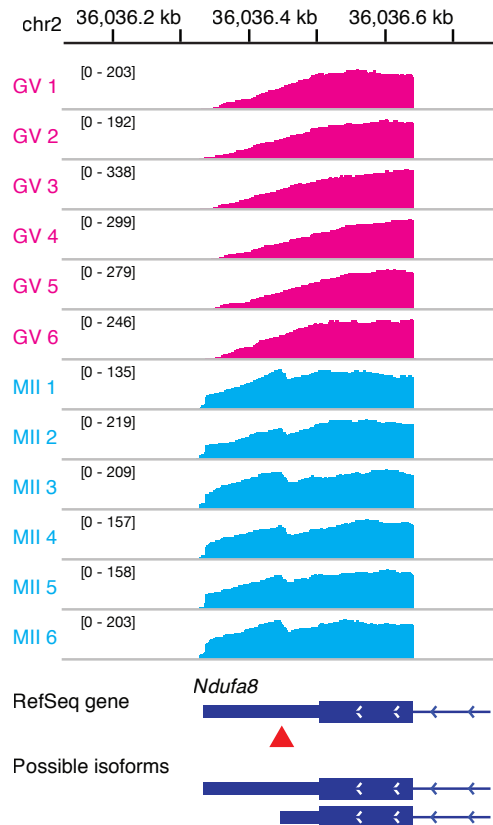

**C**

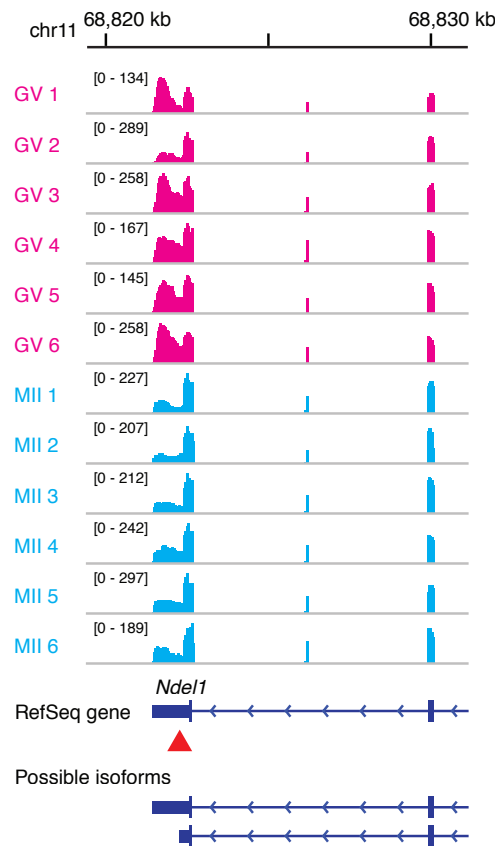

**D**

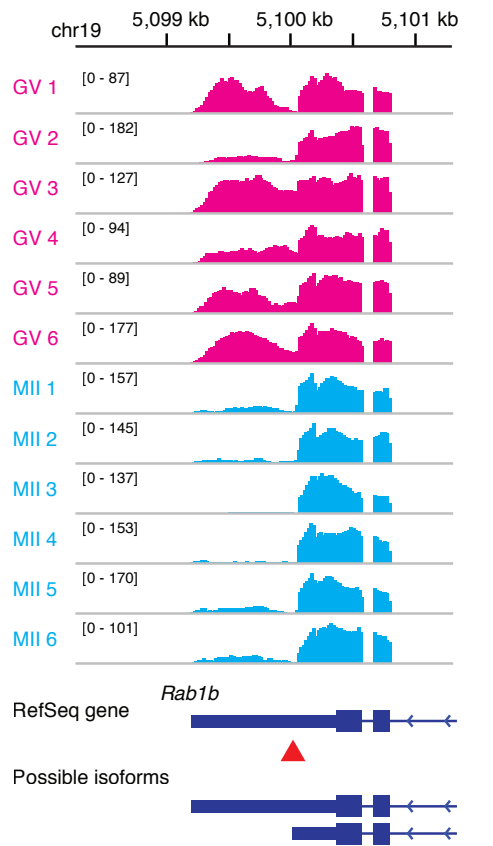

**Supplementary Figure 4. Genome-browser visualization of 3'-UTR isoform switches in additional genes.** The visualized genes are *Ninj2* (A), *Ndufa8* (B), *Ndel1* (C), and *Rab1b* (D). In each subplot, showing from top to bottom are genomic coordinates, RNA-seq read coverage of six GV oocytes (red), RNA-seq read coverage of six MII oocytes (blue), the RefSeq gene annotation, and possible isoforms with alternative polyadenylation sites. The red arrows point out the approximate location of the proximal polyadenylation sites (i.e. the switch points on read coverage between the two stages).

How the deposited data were processed for this re-analysis (not part of the article)

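RNA from 37 single mouse oocytes was sequenced in 2 batches: 6 GV and 6 MII oocytes in batch 1, and 10 GV and 15 MI oocytes in batch 2. Each oocyte is a replicate of its stage. Per the paper's methods, the authors trimmed the reads with Trim Galore and used RSEM, with the mm10 genome, GENCODE VM20 and the ERCC sequences, to estimate the deposited expected counts per gene and per transcript. For the deposited HTSeq counts the authors aligned the trimmed reads with STAR and counted them per gene with HTSeq; strandedness and overlap mode are not stated. Neither kind of table was normalized. The reads themselves were not at hand, so DaPars, SUPPA2 and GO term analyses were not repeated.

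Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Seurat 5.3.0 and cluster 2.1.8.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Expected counts were rounded, the 92 spike-ins were left out of tests and library sizes, and features with at least 1 count in the oocytes compared were tested with edgeR's quasi-likelihood test and TMM normalization. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. GV and MII were compared within batch 1, GV and MI within batch 2, and both contrasts in a model of all 37 oocytes with batch as a covariate. Alternatives were DESeq2, edgeR's exact and likelihood ratio tests, RLE and spike-in size factors, filterByExpr, adjustment over all annotated features, robust empirical Bayes, the replicate number as a block, HTSeq counts, no fold threshold, and leaving out each oocyte of batch 1 in turn.

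Each test was tried on simulated counts with 200 changed features, with a limit of 20% false calls set for it. The unfiltered quasi-likelihood test failed this limit for transcripts of batch 1 (355 of 541 calls false, 65.6%) and for genes of batch 2 (279 of 478, 58.4%), and stayed under it for genes between GV and MII in batch 1 (34 of 232, 14.7%) and in the model of both batches (16 of 204, 7.84%). The contrast of GV and MI in that model, and transcripts other than those of batch 1, were not simulated. DESeq2 failed it for transcripts (85 of 263, 32.3%). The limit was applied to filtered data alone only after this failure was seen. The unfiltered test was kept because the design had been fixed beforehand, and its counts of calls for transcripts and for batch 2 should be read with those after filterByExpr, where 0.5% to 5.13% of the calls were false and 80.5% of the changed transcripts were recovered. In the simulated test of transcript usage 186 of 200 changed genes were recovered with 5 false calls among 191, and limma-voom recovered 196 with 14 false calls among 210.

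Clustering followed sva's ComBat-seq with stage as the group, Seurat log-normalization, 2000 variable features, 5 principal components, and the lowest resolution from 0.1 to 3.0 in steps of 0.1 that gave 3 clusters. A gene or transcript was expressed at a stage with at least 1 expected count in at least 3 of its 6 oocytes. Transcript usage was tested with edgeR's diffSpliceDGE, and the 3′-UTR length weighted by transcript counts with limma. Single values were compared by exact permutation over all assignments of the oocytes. Gene lists (ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis, sensory receptors, neuropeptides, cumulus and granulosa markers, blood and immune markers, oocyte markers and dormant maternal transcripts) were written before the counts were seen.

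Depth ranged from 2709280 to 19390128 expected counts per oocyte. A count of 0 allows up to 3 counts at 95% confidence. Intervals and such bounds cover counting error alone, since reads from amplified cDNA carried no molecular identifiers. Genes named in the text are the genes of Figure 4 and Supplementary Figure S3A; the 5 higher and 5 lower genes and the 3 higher and 3 lower transcripts of batch 1 with the smallest adjusted p among those without overlap between stages; the 2 higher and 2 lower genes of batch 2 with the smallest adjusted p; and the 3 host genes without a gene-level call whose transcripts had the smallest adjusted p. An item selected by this rule is not reported here.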

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

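Of the tests given here, those on the genes found in MII oocyte 1 alone, on the higher calls lost without it and on spike-in counts were chosen only after the results were seen. Among 87 groups of oocytes examined, 8 (9.2%) held an oocyte beyond the limit that chance passes in about 1 of 20: 4 of 27 groups of per-oocyte measures and 4 of 60 groups of named genes and transcripts.

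MII oocyte 1 stood apart from the other 5 MII oocytes with 29518 genes detected (others 19273 to 22244), 1101 sensory receptor genes detected (393 to 645) and 4043 genes that were silent in the other 11 oocytes of batch 1 (197 to 610 in the other MII oocytes). Depth was not the cause, since 27753 genes were left after all libraries were drawn down to the smallest. RNA from another cell type was predicted to put most of these counts on a few abundant genes, but the 10 most abundant held 1.45% of them. The prediction was not checked on RNA of another cell type. Genes found in the other 11 oocytes were left out, so such RNA is not excluded. Detection rose with transcript length (rank correlation 0.454), and counts per megabase were 670 on sensory receptor genes, 748 on other coding genes and 521 on non-coding genes. Genomic DNA or unspliced templates may be the source, a hypothesis formed on the same data. No biological explanation was tested for a single oocyte.

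Without MII oocyte 1 the higher calls numbered 397 in place of 895, and 337 of the 895 were among them, so this oocyte carried many of the calls. For the 397 calls the median count in the other 5 MII oocytes was 204 times what the length-dependent background predicts, and under 3 times in 0 genes. For the 558 calls lost, the count in MII oocyte 1 was 28.9 times the background in the median gene and under 3 times in 49 genes. Both sets of genes were picked for being high in the oocytes in which the ratio was taken. DNA and RNA therefore cannot be told apart by it. Cumulus or granulosa cells also stay open as a source: the list of their markers had a median log2 fold change of -0.052, with none called higher, but its members went both ways. Of 24 members 4 were called lower (Hsd3b1 from 2.67 to 0.103 CPM, Cyp11a1 from 2.5 to 0.49, Fshr from 1.17 to 0.0157 and Inha from 0.894 to 0.0632), and Ptx3 (0.0324), Tnfaip6 (0.0658) and Amh (0.0157) stayed near 0 at MII, which goes against such cells. Serpine2 rose from 172 to 249 CPM (adjusted p = 0.0374), which goes with them or with a change in the oocyte. The share of such cells that the calls would need was not computed.

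GV oocyte 1 of batch 2 had 520 sensory receptor genes detected, against 257 to 379 in the other 9. No explanation was tested for it.

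Among named features, Xkrx had 401.5 CPM in MII oocyte 1 (others 9.11 to 69.1) and 7.00 in GV oocyte 1 of batch 1 (others 0.562 to 2.45). Ccdc138-202 had 14.9 CPM in MII oocyte 1 (others 5.08 to 8.69), and Cdk20-207 had 2.59 in MII oocyte 3 (others 0 to 0.606). No explanation was tested for these values, and 4 of 60 groups is near what chance gives.

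The paper added spike-in sequences to its reference, but its text gives no results on them. Counts per spike-in count at MII were 0.635 times those at GV once ribosomal RNA-like features are left out. A lower share of those features at MII is thus not the reason, and their share was in fact higher at MII (31.3% against 22.8%). The share of counts on spike-ins was 1.32 times as large at MII, with overlapping oocytes (p = 0.0693, two-sided exact permutation test). A loss of polyadenylated RNA and unequal amounts of spike-in added could both give this and cannot be told apart, because the amounts added are not known.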

How the results depend on the processing

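The added alternatives, which are named as such below, were chosen after seeing the data, and all others before the data were examined. For 33 results 416 alternatives were computed: 321 left the result as it was, 69 moved a count or share, 6 carried a difference past the threshold of its test and 20 reversed it. Except where the construction of an alternative shows it, the cause was not tested. With 10 principal components the isoform level gave no 3 clusters at any resolution and hence no value.

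The test without a low-count filter exceeded 20% false calls on simulated transcripts of batch 1 (65.6%) and genes of batch 2 (58.4%), so the alternatives for those counts matter most. For GV against MII in batch 1, 1859 genes became 1095 with filterByExpr (12929 genes tested in place of 36863), 1097 with HTSeq counts, 4452 with spike-in size factors and 2939 without the fold threshold. Added alternatives gave 1224 (exact test over all annotated genes), 777 (HTSeq with filterByExpr) and 770 (HTSeq with the exact test). The 895 higher genes became 592 with DESeq2, 501 with the exact test, 278 with filterByExpr, 281 with HTSeq counts and 1399 without the fold threshold, and 435, 101 and 86 with those 3 added alternatives in the same order. The 964 lower genes became 3842 with spike-in size factors, which moved the median log2 fold change of all genes from 0.27 to -0.39, and 1540 without the fold threshold. Higher genes ranged from 397 (without MII oocyte 1) to 1058 across the 12 fits that each left out an oocyte.

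The 1260 transcripts became 2184 with DESeq2 (745 higher, 1439 lower) and 3756 with spike-in size factors (288 higher, 3468 lower); the exact test over all annotated transcripts, an added alternative, gave 267 higher in place of 423. Leaving out an oocyte gave 232 (without MII oocyte 1) to 619 higher transcripts.

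For GV against MI in batch 2, 40 genes became 186 with DESeq2, 15 with filterByExpr and 2990 with HTSeq counts, and the median of 20 draws of 6 GV and 6 MI oocytes was 96. Added alternatives without MI oocytes 4, 8 and 9 gave 66 genes (55 higher), 36 with filterByExpr (33 higher), and 8 on HTSeq counts, with 0 of the 40 genes among the 8. The 2 transcripts became 187 with DESeq2, 6 with the exact test and 0 with filterByExpr (1615 at an unadjusted p under 0.05), and also 0 with filterByExpr without those 3 oocytes (1468), an added alternative. In the model of both batches, 1231 genes for GV against MI became 392 with DESeq2 and 107 with filterByExpr, and 65 transcripts became 511 and 25. The 324 transcripts for GV against MII became 1305 and 623.

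Replicate numbers do not pair the oocytes: correlations of same-numbered GV and MII oocytes ran from -0.308 to 0.334. With the replicate block, higher genes numbered 531, higher transcripts 778, genes with changed transcript usage 74 in place of 115, and transcripts between GV and MI 167. The block with filterByExpr, an added alternative, gave 1057 genes (364 higher) and 437 transcripts (149 higher, 288 lower).

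The share of host genes without a gene-level call, 40.6%, was 28.1% with the adjusted p alone, which by construction calls more genes, and 38.2% to 45.3% when an oocyte was left out, an added alternative. Genes with transcripts in both directions numbered 52 with DESeq2 and 18 (without MII oocyte 1) to 37 when an oocyte was left out, also an added alternative. Genes called at the gene level alone numbered 1185, and 469 (DESeq2), 753 (exact test), 417 (filterByExpr) and 2124 (adjusted p alone) in fits that were set beforehand for the share of host genes; applying them to this number was added. Genes with changed usage numbered 409 with limma-voom and 73 (without MII oocyte 1) to 126 when an oocyte was left out.

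GV-specific minus MII-specific genes, -492, became -6084 with at least 1 count in 1 oocyte, -1346 with a mean of 0.1 CPM, 597 with at least 1 count in all 6 oocytes, 513 with 1 CPM in 3 and 26 after drawing down, and 628, 631 and 272 with added criteria (more than 0 counts in all 6, the same with spike-ins, at least 10 counts in 3). It ran from -1537 to -1338 when a GV oocyte was left out and from 386 to 1683 (without MII oocyte 1) when an MII oocyte was. For transcripts, 459 became -10333 with 1 count in 1 oocyte, -515 with a mean of 0.1 CPM, 1050 with all 6 oocytes and 1567 with 1 CPM, and 1082 and 1085 with the first 2 added criteria; leaving out a GV oocyte gave -3306 to -2664 and leaving out an MII oocyte 3771 to 5456 (without MII oocyte 1). By construction a rule of 3 oocytes is harder to meet with 5 than with 6.

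GV oocytes placed with MII at the gene level, 0, became 6 without correction, 16 with k-means and also 16 with Ward clustering, 4 with 5000 features and 9 with HTSeq counts. At the isoform level 0 became 7 without correction and 16 with 5000 features. The cluster counted for the 16 held 3 of the 6 MII oocytes, and the rest of the MII oocytes lay with no GV oocyte. The ratio of the spike-in share, 1.32, was 1.37 on HTSeq counts and there passed p = 0.05.

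Among 33 named genes and transcripts, 628 of 650 alternatives changed no direction or call; 8 lost a call, 3 gained one and 11 reversed a direction. On HTSeq counts the log2 fold change was -0.40 for Alkbh8, -0.18 for Gm45137, 0.011 for Ccdc82 and 0.12 for Gkap1, all of the opposite sign, and Ccdc138 (-0.11), Fam166a, Gm42756, Ninj2, Timm22, Tyr and Xkrx lost their call. With spike-in size factors Gtf2h1 (-0.63) and Ndel1 (-0.61) changed sign and Abcb8, Ndufa8 and Rab1b gained a call. When an oocyte was left out, Gkap1 ran from -0.11 to 0.049 and Gtf2h1 from -0.026 to 0.15, around their small changes.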

Differences from the paper's values

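The number of genes higher at MII in batch 1 was 895 against the paper's 591. Of the alternatives set before the data were examined, DESeq2 (592), the exact test (501), the likelihood ratio test (655), all annotated genes (762), robust empirical Bayes (704), the replicate block (531), spike-in size factors (610), leaving out any GV oocyte (704 to 848) and leaving out MII oocyte 1 (397) came within 1.5 times of it. RLE size factors (923), filterByExpr (278), HTSeq counts (281), no fold threshold (1399) and leaving out any other MII oocyte (888 to 1058) did not. The paper's Supplementary Table 3 lists 624 higher genes, and 237 higher transcripts, for RSEM and edgeR in this batch. The exact test over all annotated genes (435), chosen after seeing the values, also came within 1.5 times of 591. Spike-in size factors moved the lower genes away from the paper's 800, to 3842.

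Transcripts higher at MII numbered 423 against the paper's 220. Of the alternatives set before the data were examined, the exact test (316), filterByExpr (303), all annotated transcripts (321), robust empirical Bayes (330), spike-in size factors (288) and leaving out MII oocyte 1 (232) closed the gap to within 1.5 times; DESeq2 (745), the likelihood ratio test, RLE size factors (451), the replicate block (778), no fold threshold (507) and leaving out any other oocyte (341 to 619) did not. The exact test over all annotated transcripts (267), chosen after seeing the values, also closed it. Spike-in size factors moved the lower transcripts away from the paper's 660, to 3468.

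MII-specific genes numbered 2269 against the paper's 934. At least 1 count in all 6 oocytes (874) and leaving out MII oocyte 1 (1019) or 5 (1340), set before the data were examined, closed the gap. At least 1 count in 1 oocyte (8181), 1 CPM in 3 (516), a mean of 0.1 CPM (2949), drawing down (1861) and leaving out any other oocyte (1542 to 2840) did not. Leaving out MII oocyte 1 or 5 moved the GV-specific genes away from the paper's 1565, to 2702 and 2443. More than 0 counts in all 6 oocytes, chosen after seeing the values, gave 932, and with the spike-in sequences counted as genes 934 MII-specific and 1565 GV-specific genes, both equal to the paper's.

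GV-specific transcripts numbered 6750 against the paper's about 4300 in Supplementary Figure S2B, read by eye, and MII-specific transcripts 6291 against the paper's about 3200 in Supplementary Figure S2B, read by eye. At least 1 count in all 6 oocytes, set before the data were examined, closed both gaps (4067 and 3017). Leaving out a GV oocyte closed the former alone (4765 to 5100; MII-specific 7744 to 8090), leaving out an MII oocyte the latter alone (3603 to 4797; GV-specific 8545 to 9059), and 1 CPM in 3 oocytes the former alone (3433; MII-specific 1866). At least 1 count in 1 oocyte (10120 and 20453), a mean of 0.1 CPM (6901 and 7416) and drawing down (6760 and 5435) closed neither. More than 0 counts in all 6 oocytes, chosen after seeing the values, gave 4271 and 3189, and 4276 and 3191 with spike-ins.

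At the gene level 0 GV oocytes clustered with MII against the paper's about 4 in Figure 1D, read by eye. Of the alternatives set before the data were examined, ComBat-seq without stage (3), no correction (6) and 5000 features (4) closed the gap, and ComBat on log values (0), 1000 features (0), 10 principal components (0), k-means (16), Ward clustering (16) and HTSeq counts (9) did not.

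Between GV and MI in batch 2, 40 genes were called with RSEM and edgeR against the 9 in the paper's Supplementary Table 2. None of the alternatives set before the data were examined closed the gap: DESeq2 (186), the exact test (42), filterByExpr (15), the replicate block (50), HTSeq counts (2990), no fold threshold (44) and draws of 6 and 6 oocytes (median 96). HTSeq counts without MI oocytes 4, 8 and 9, chosen after seeing the values, gave 8, none of them among the 40. In the model of both batches DESeq2 called 511 transcripts between GV and MI against the 332 in the paper's Supplementary Table 2, and no other alternative was run on that value.

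The paper finds more genes expressed at GV alone than at MII alone, while 1777 were GV-specific and 2269 MII-specific here. The order was the paper's with at least 1 count in all 6 oocytes (1471 and 874), 1 CPM in 3 (1029 and 516) and drawing down (1887 and 1861). It was not with 1 count in 1 oocyte (2097 and 8181) or a mean of 0.1 CPM (1603 and 2949). More than 0 counts in all 6 oocytes with spike-ins counted, a rule chosen after seeing the values, gave the paper's 1565 and 934. The order thus followed the cutoff. The paper states a larger divergence for GV against MII under both strategies, while the model of both batches called 751 genes for MII and 1231 for MI. With DESeq2 (980 and 392) and filterByExpr (653 and 107) the order was the paper's. The paper reports splicing events in Ccdc82 and Arpp19, whose transcript usage was not called (adjusted p of 1 and 0.374). That test takes the transcripts of a gene and not splicing events, so the results are not directly comparable. The share of Ccdc82-201 did fall, from 81.4% ± 39.5 to 26.8% ± 16.1 (SD, n = 6), and that of Arpp19-210 from 11.9% to 1.65%. The paper reports longer 3′-UTRs for Gkap1 and Ninj2 and a shorter one for Ndel1. The weighted annotated length changed by 0.00195, 0.000305 and -0.00631 on the log2 scale, none past its threshold (adjusted p of 0.874, 1 and 0.0987). Annotated transcripts cannot show sites between their ends.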

Other observations

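Of the tests given here, those on both batches together, transcript usage, 3′-UTR length, ribosomal proteins, HTSeq counts, the simulated spread of batch 2, the gene-level clusters, and the changes at MI were chosen only after the results were seen.

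Other splits of the oocytes were fitted as the stages were. As many calls as for the stages came from 1 of 100 splits (the real one included) for genes and 1 of 60 for transcripts between GV and MII in batch 1, and from 4 of 100 and 10 of 60 between GV and MI in batch 2. In the model of both batches it was 1 of 40 for genes and 1 of 40 for transcripts between GV and MII, and 1 of 40 and 10 of 40 between GV and MI. For genes in that model other splits gave a median of 412 (at most 908) between GV and MI, and 2 (at most 255) between GV and MII. Calls of transcripts between GV and MI thus did not exceed what other splits gave. The largest number from another split was 1137 genes in batch 1 (median 4). The first group of that split held 1 GV oocyte, so it was nearly the stage contrast itself with the groups swapped. Between GV and MI in batch 2 another split gave 477 genes (median 0), more than the 40 of the stages. For transcript usage 1 of 100 splits, the real one, gave as many calls (at most 7 genes in another split). For 3′-UTR length it was 1 of 100 (at most 5), and for the median of ribosomal protein genes 1 of all splits into equal groups.

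The correction for batch was given the stages. At the isoform level 4 of 12 sets of random stage labels gave a silhouette as large as the stages (0.606), and the stage labels given to the correction may therefore be the source of much of that separation. By the adjusted Rand index 1 of 12 sets was as large as the stages, though only 5 gave 3 clusters (median 0.673). At the gene level 0 of 20 sets gave an adjusted Rand index as large as 0.650 (median 0.213, highest 0.603), but 1 of 20 gave a silhouette as large as 0.145 (highest 0.161), and without the stages given to the correction the index was 0.0585. The labels given and a separation of the stages themselves cannot be told apart there.

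Oocytes of batch 2 varied more: the biological coefficient of variation was 0.56 in MI and 0.501 in GV oocytes, and 0.33 in MII and 0.321 in GV oocytes of batch 1. The larger spread was not enough to hide changes of the size called at MII. Simulated counts with the spread of batch 2 and the 1095 changes of batch 1 gave 673 to 689 calls, against 15 observed with the same filter. Whether smaller changes were missed at MI was not tested.

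HTSeq counts gave 2990 calls between GV and MI, and 8 without MI oocytes 4, 8 and 9, whose median HTSeq to RSEM ratio over 8243 genes was 1.07 to 1.13 against 1.98 to 2.2 in the other 34. A different counting of these 3 oocytes is a candidate explanation.

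Changes from GV to MI and from GV to MII had a rank correlation of 0.0969 over 11804 genes (two-sided permutation p = 0.22), so that an early part of the MII change and none cannot be told apart with this spread. Genes lower at MI include the granulosa marker Grem1 (log2 fold change -5.53). The cumulus and granulosa list had a median of -0.725 in batch 2, but its most abundant members, Serpine2 (70.4 ± 14.6 against 69.4 ± 12.7 CPM) and Cyp19a1 (15.9 ± 3.74 against 13.7 ± 4.55), held counts in MI oocytes too, and their level would hide a small share. As a set this list was lower at MI by fry (p = 0.000366), though its summed CPM was 108 at GV and 111 at MI. Blood and immune markers were lower too (median -0.768, 8 of 9 genes, fry, p = 0.000257). So were oocyte markers (median -0.251, 21 of 23 genes, fry, p = 0.0107). Traces of cumulus or granulosa cells in GV oocytes and a change in the oocyte cannot be told apart.

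Dormant maternal transcripts, which gain poly(A) tails during maturation, were higher at MII in 18 of 20 genes with TMM normalization (median log2 fold change 0.37, none called). Sets of the same expression had a median of 0.186. The list lay at percentile 95 of such sets. The list was not tested with spike-in size factors, which moved the median of all genes from 0.27 to -0.39, so the rise is relative to other genes. Better capture of longer tails by oligo-dT and such a relative rise in RNA cannot be told apart, since tails were not measured.

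Longer 3′-UTRs gained at MII, and transcripts with longer 3′-UTRs are longer overall. Where both lengths were ordered oppositely, the longer 3′-UTR gained in 45% of 20 pairs. The interval of 23.1% to 68.5% holds neither the 88.3% of pairs ordered alike nor its complement, so that neither length alone decides if this share carries over to the 20 pairs, which was not tested. The parts of the 2 lengths in the change cannot be told apart. Over 895 coding genes with 1 annotated transcript tested after filterByExpr, the change also followed transcript length (rank correlation 0.195) and 3′-UTR length (0.205; permutation p of 1e-04, the smallest that can be given, for both).

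Of the other lists, oocyte markers had a median log2 fold change of -0.61 in batch 1 (fry, p = 0.000266), and 14 blood and immune markers 2.48, with 3 called higher, though not as a set (fry, p = 0.384). Over the 2 members with a mean of at least 10 counts the median difference, relative to all such genes, was -1.24 (exact permutation p = 0.00216, the smallest they can give), so the 2.48 rests on genes of low count.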
